# Neuronal heterogeneity and stereotyped connectivity in the auditory afferent system

**DOI:** 10.1038/s41467-018-06033-3

**Published:** 2018-09-12

**Authors:** Charles Petitpré, Haohao Wu, Anil Sharma, Anna Tokarska, Paula Fontanet, Yiqiao Wang, Françoise Helmbacher, Kevin Yackle, Gilad Silberberg, Saida Hadjab, François Lallemend

## Abstract

Spiral ganglion (SG) neurons of the cochlea convey all auditory inputs to the brain, yet the cellular and molecular complexity necessary to decode the various acoustic features in the SG has remained unresolved. Using single-cell RNA sequencing, we identify four types of SG neurons, including three novel subclasses of type I neurons and the type II neurons, and provide a comprehensive genetic framework that define their potential synaptic communication patterns. The connectivity patterns of the three subclasses of type I neurons with inner hair cells and their electrophysiological profiles suggest that they represent the intensity-coding properties of auditory afferents. Moreover, neuron type specification is already established at birth, indicating a neuronal diversification process independent of neuronal activity. Thus, this work provides a transcriptional catalog of neuron types in the cochlea, which serves as a valuable resource for dissecting cell-type-specific functions of dedicated afferents in auditory perception and in hearing disorders.

## Abstract (web summary)

Spiral ganglion neurons (SGNs) of the cochlea receive input from hair cells and project to the auditory brainstem. Here, the authors perform single-cell RNA sequencing to identify four SGN subclasses and characterize their molecular profile, electrophysiological properties and connectivity.

## Introduction

The perception of sound is essential to receive information from our environment, and to communicate and interact socially. Hair cells (HCs) in the cochlea transduce sound and convey its signal to the central nervous system via chemical synapses on the spiral ganglion (SG) neurons dendrites^1,2^. The central afferents of these SG neurons converge to form the auditory nerve, which connects to the cochlear nuclei in the brainstem. The auditory nerve is the sole supply route of auditory information from HCs to the brain, and contained processed information about sound frequency, intensity, timbre, and pitch which are all necessary for perceptual sound detections, discriminations, and recognitions centrally^3–5^. However, the cellular basis of the processing and routing of these auditory qualities at the periphery are still poorly understood.

Processing of the sound signal in the auditory nerve has been hypothesized to originate in the diversity of biophysical properties of type I SG neuron fibers (95% of auditory afferents). For instance, frequency specific stimulus activation of specific groups of afferents has been shown to reflect the contribution of different SG fibers with distinct temporal discharge patterns^3,6,7^. Another example of auditory fibers diversity is the intensity driven activation of selective auditory afferents^5,8,9^, where at least two populations of auditory fibers can be distinguished on the basis of their threshold activity: the low threshold (LT) fibers and the high threshold (HT) fibers. Additionally, HT fibers have wide range of sensitivity to sound levels which has been suggested to encode the enormous range of intensities in the auditory system^5,8^. Thus, since cochlear transduction depends on an interaction between mechanical processes but also the electrical properties of auditory afferents, we need to understand how these, which are foundational for the auditory experience, contribute more specifically to decode the various features of the incoming sound and how their dysfunction may lead to neural hearing impairments.

To further unravel the mechanisms of sound processing in the peripheral auditory system, we used single-cell RNA sequencing (scRNAseq) combined with genetic labeling to fully uncover the molecular types of SG neurons. We identified four types of neurons, including three novel subclasses of type I neurons and the type II neurons, along with numerous new marker genes and provided a comprehensive genetic framework that may shape their synaptic communication patterns. Second, using newly identified markers, we characterized the differential projection patterns of the distinct subclasses of type I neurons to the inner hair cells (IHCs), the actual sensory receptors, and recorded their electrophysiological properties. Finally, a similar analysis on developing SG neurons provided evidence of their perinatal diversification, before the onset of hearing, as well as distinctive expression patterns of key signaling pathway components predictive of this functional diversification. More generally, our study unveils a large molecular heterogeneity in the cochlear afferent system that delineates previously uncharacterized neuron types, which likely represent discrete ascending channels that convey distinct auditory information. In addition, it also constitutes a toolbox to develop genetic approaches to examine the function of the different SG neuron types in hearing.

## Results

### scRNAseq identifies new neuron types in the cochlea

The majority of SG neurons are type I neurons; they are myelinated, contact the inner hair cells (IHCs) and are the principal carrier of the auditory signal. The other minority population (5%) of neurons are called type II neurons; they are unmyelinated and innervate the outer hair cells (OHCs), which modulate the output of the organ of Corti^1^. The few in vitro studies on their function indicate they could report cochlear trauma^10,11^.

To identify neuron types in adult SG neurons, a total of 487 tdTomato positive (TOM^+^) cells from *PV*^*Cre*^;*R26*^*TOM*^ cochlea of postnatal stage 17 (P17), P21, and P33 were processed for single-cell transcriptome analysis (Fig. 1a–c). 

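The adult data came from 4 plates of single TOM+ cells, sorted by flow cytometry from cochleae of *PV* Cre;*R26* TOM mice, in which cells that have expressed parvalbumin carry the red fluorescent protein tdTomato. P17 and P33 gave 1 plate each and P21 gave 2 plates, and the methods give 12 cochleae from 6 animals for each experiment. Libraries were prepared with SMART-seq2, which sequences fragments along whole transcripts and carries no molecular identifiers, so reads rather than molecules were counted. The values deposited are the numbers of reads that the authors' sequencing facility counted on each of 24490 gene entries in each well, without normalization. The paper's text names neither the aligner nor the genome build. With the minimums of genes detected that the methods give, 5000 at P17 and P21 and 6000 at P33, the analysis kept 316 cells of the P17 plate, 81 of the first P21 plate, 56 of the second P21 plate and 34 of the P33 plate. Reads per kept cell lay between 102884 and 576528 at P17 (median 420284), between 58594 and 2469815 on the first P21 plate (median 1838108), between 22517 and 3036147 on the second (median 2483104), and between 135609 and 2690984 at P33 (median 1630517). The P17 cells were thus sequenced less deeply than those of each other adult plate.
The counts of each cell were scaled to 10000, and the plates of the 3 ages were aligned by canonical correlation analysis and clustered with Seurat. The genes that the paper's text names and the families reported were left out of the clustering features, so they did not form the clusters. Genes whose expression followed glial genes were left out too. Clusters were named by 15 marker genes for each type from the paper's own table, none of which is a gene discussed in its text. A further check on the top genes of a cluster, which could only withhold a name, did count markers from the text. Among these were *Calb1*, *Grm8*, *Rxrg* and *Prph*, which are tested below. The raw counts of all cells of 1 type on 1 plate were then summed, which makes plates, not cells, the replicates. Sums of at least 2 cells were compared with edgeR's quasi-likelihood test, with plate as a block, after TMM normalization and edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Type I neurons gave 4 sums for each subclass, but type II neurons gave only 2 sums, of 8 cells and 2569116 reads at P17 and of 2 cells and 1274548 reads on the second P21 plate. The largest adult sum held 71304636 reads. Levels are given as counts per 1e6 counts (CPM) in these sums, as the mean and standard deviation (SD) across plates, and fold changes of a subclass of type I are against the mean of the other subclasses on the log2 scale.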

Note that all SG neurons express parvalbumin (PV) and are TOM^+^ after recombination (Fig. 1a). The cell expression data were clustered using R package SEURAT and visualized using bi-dimensional t-distributed stochastic neighbor embedding (t-SNE), showing four distinct neuronal types (Fig. 1d–e). 

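Clustering of the 487 adult cells gave 9 clusters, and the marker genes named 244 cells as Ia, 94 as Ib, 107 as Ic and 11 as type II. Type II thus held 2.26% of the kept cells (95% exact confidence interval 1.13% to 4.01%, counting error only). The remaining 31 cells were left without a type. They formed a cluster of 23 cells, in which 15 glial genes took a median of 8.11% of the reads, and a cluster of 8 cells with a median of only 96296.5 reads. Of the alternatives tried, leaving out each cell with more than 1% glial reads moved the size of the smallest type most, to 15 type II cells, and under the same alternative 194 cells were Ia, 78 Ib and 95 Ic. Over all alternatives, between 191 and 244 cells were Ia, between 78 and 132 Ib, between 95 and 130 Ic and between 8 and 15 type II. From this clustering the paper states that adult SG neurons fall into 4 distinct types (Fig. 1d, e).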

The type II neurons represented the smallest cluster and were identified by their expression of the known markers *Prph*^12^ (peripherin) and *Th*^13^ (Fig. 1e–f). 

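*Prph*, which the files list by symbol only, encodes peripherin and lies on chromosome 15 of GRCm38 from 99055174 to 99058978. It was found at 253 ± 358 CPM (SD, n = 2 plates) in type II neurons. That mean hides 506 CPM at P17 and no read on the second P21 plate. Against the mean of the type I subclasses, its log2 fold change was 7.39 (standard error 1.79, adjusted p = 0.0197). *Th*, which encodes tyrosine hydroxylase, lies on chromosome 7 from 142892752 to 142931128. It stood at 671 ± 949 CPM in type II, again with 1340 CPM at P17 and no read on the second P21 plate. The log2 fold change of *Th* was 11.07 (standard error 2.01, adjusted p = 0.0087). Among the 8 type II cells of P17, 8 had a read of *Prph*, *Th* or *Plk5* and 7 had reads of all of them, whereas the 3 cells placed in type II on the P21 plates had none. With sums of at least 5 cells, which leaves the P17 sum alone in type II, assumed to vary like the other groups, the log2 fold change of *Prph* was 9.27 (adjusted p = 7.58e-05) and that of *Th* was 13.53 (adjusted p = 7.25e-07). Without the P17 plate, type II rests on 2 cells without a read of these genes, and no usable estimate is left (log2 fold change of *Prph* -5.40, standard error 11.01). *Plk5*, which the paper used on sections, was at 272 ± 385 CPM in type II and at no more than 0.57 CPM in a type I subclass (log2 fold change 11.92, standard error 0.69, adjusted p = 0.00602). *Cacna1g* was at 22.8 ± 32.2 CPM in type II (log2 fold change 7.30, adjusted p = 0.0885).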

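*Prox1* lies on chromosome 1 of GRCm38 from 190118035 to 190170714. Its level was 72.2 ± 18.2 CPM in Ia, 67.7 ± 7.96 CPM in Ib and 106 ± 13.7 CPM in Ic (SD, n = 4 plates each), against 13 ± 1.15 CPM in type II (n = 2 plates). The log2 fold change of type II against type I was -2.67 (standard error 0.29, adjusted p = 0.000327). The type II sums of both plates were below the type I sums of each plate. *Prph* was found at 0.984 ± 0.309 CPM in Ia, 0.198 ± 0.375 CPM in Ib and 0.582 ± 0.586 CPM in Ic, less than 1 CPM in each subclass. In Ia, 28 of 244 cells had at least 1 *Prph* read, as did 6 of 94 in Ib and 12 of 107 in Ic.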

We confirmed the type I identity of the three other clusters (thereafter named Ia, Ib, and Ic types) by their high expression of the transcription factor *Prox1*^14^ and lack of *Prph* (Fig. 1e, Supplementary Fig. 1a). 

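Type by type, the cells of each plate were counted after clustering all adult cells together. The P17 plate gave 161 Ia, 54 Ib, 74 Ic and 8 type II cells, the first P21 plate gave 37, 21, 13 and 1, the second P21 plate gave 30, 12, 10 and 2, and the P33 plate gave 16, 7 and 10 with no type II cell. Across the 2185 genes of the paper's marker tables, the mean expression of a type on a plate correlated with that of the same type on another adult plate with a median Pearson r of 0.917 in Ia (from 0.861 to 0.984 over 6 pairs of plates), 0.934 in Ib (0.88 to 0.965) and 0.919 in Ic (0.814 to 0.981). The only pair of type II sums gave r = 0.258. These are correlations across genes, which are not independent replicates.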

Importantly, our initial clustering showed that these neuron type identities were conserved at P17, P21, and P33 (Supplementary Fig. 1b).

**Fig. 1:**
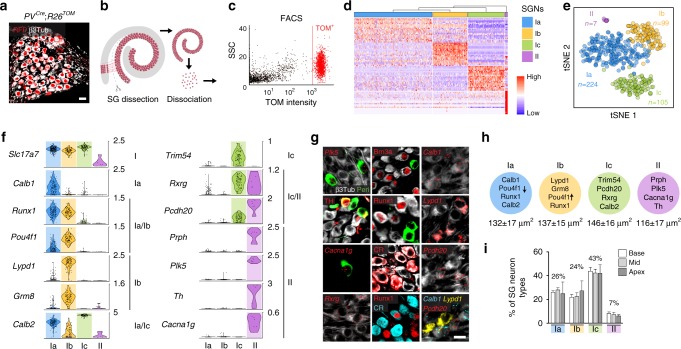
Identification and validation of four neuronal types in adult SG. **a** Genetic tracing of SG neurons (β3Tub^+^/RFP^+^) on P21 sections from *PV*^*cre*^;*R26*^*TOM*^ mice. **b** Sketch depicting dissection of SG from the organ of Corti and their dissociation. **c** Fluorescence-side scatter plot of dissociated single cells showing isolation of Tom^+^ SG neurons through FAC sorting. **d** Heat map showing single-cell expression of the top 20 differentially expressed genes in the four types of SG neurons, from combined data of P17, P21, and P33 neurons (SGNs, SG neurons). Dendritic tree shows the similarity between neuronal types. **e** tSNE plot showing four distinct types of SG neurons. **f** Violin plots showing the expression of marker genes in log-transformed scale among the four different populations of SG neurons. **g** In vivo validation of the identified SG neuron types by immunohistochemical and fluorescent in situ hybridization using identified marker genes in P21 cochlea. Type II neurons were identified by peripherin (Peri), *Plk5*, TH, and *Cacna1g* specifically. Ia neurons were identified by *Calb1*, *Pou4f1*, Runx1, and calretinin (CR). Ib neurons were identified by *Lypd1*, Runx1, and *Pou4f1* and Ic neurons, by *Rxrg*, *Pcdh20*, and CR expression. Note that co-localization on sections could never be observed for markers expressed in different populations of neurons in the scRNAseq data. **h** Schematic representation of neuronal types with their key markers and their average soma size (in µm^2^) at P21. **i** Proportion of SG neurons types along the tonotopic gradient (from base to apex) quantified by Runx1, Peri, and CR expression at P21 (*n* = 3 animals; Data are represented as mean ± SEM). Scale bars: 20 μm (**a**,**g**)

We next explored this data set to identify novel markers of the four types of SG neurons (Fig. 1f, Supplementary Fig 1c; Supplementary Data 1, 2). All type I neurons (Ia, Ib, and Ic) were characterized by the expression of *Slc17a6* (VGlut1), *Trpm2*, *Epha4,* and abundant levels of *Prox1*, and the type II population, by its expression of *Prph*, *Npy* (neuropeptide Y), *Th*, *Piezo2,* and high levels of *Cux2*. 

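*Slc17a6* lies on chromosome 7 of GRCm38 from 51622006 to 51671119; its symbol belongs to the vesicular transporter VGLUT2. It was at 509 ± 53.4 CPM in Ia and 631 ± 125 CPM in Ib but at 49.6 ± 14.5 CPM in Ic (SD, n = 4 plates), where 60.7% of cells had a read. In Ic the P33 plate, at 28 CPM, lay apart from the others at 55.2 to 58.9 CPM. In type II it was at 273 CPM at P17 and 1.72 CPM on the second P21 plate. This difference from type I was not past the threshold (log2 fold change -1.24, standard error 1.05, adjusted p = 0.437). *Trpm2* was at 49 ± 11.5 CPM in Ia, 58 ± 27 CPM in Ib, 55.9 ± 31.1 CPM in Ic and 11.4 ± 15.6 CPM in type II (log2 fold change of type II -2.88, standard error 0.87, adjusted p = 0.0477). *Epha4* was at 126 ± 8.41 CPM in Ia, 85.5 ± 22.5 CPM in Ib, 142 ± 16.8 CPM in Ic and 6.36 ± 7.77 CPM in type II (log2 fold change -4.05, standard error 0.61, adjusted p = 0.00214).
Of the remaining type II markers, *Npy* was at 132 CPM at P17, in 4 of 8 cells, and had no read on the second P21 plate (log2 fold change 8.20, standard error 1.49, adjusted p = 0.0158). *Piezo2* was at 62.7 CPM at P17 and absent from the second P21 plate, which left it short of the threshold (log2 fold change 5.81, adjusted p = 0.0823). *Cux2* was at 63.7 ± 63.3 CPM in type II (n = 2 plates), against 23 ± 5.88 CPM in Ia, 17.4 ± 10.2 CPM in Ib and 27.3 ± 4.99 CPM in Ic (log2 fold change 1.36, adjusted p = 0.124). With the P17 sum alone in type II, assumed to vary like the other groups, both passed the threshold, *Piezo2* at a log2 fold change of 7.33 (adjusted p = 0.00306) and *Cux2* at 2.25 (adjusted p = 0.00344).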

The different subclasses of type I neurons could be further distinguished based on unique and combinatorial molecular profiles. 

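*Runx1*, on chromosome 16 of GRCm38 from 92601466 to 92826149, was at 114 ± 13.1 CPM in Ia and 116 ± 6.52 CPM in Ib but at 5.98 ± 2.49 CPM in Ic (SD, n = 4 plates). In Ia the P17 plate was at 134 CPM, and the other adult plates were at 107 to 109 CPM. *Ttn*, on chromosome 2 from 76703980 to 76982547, was at 357 ± 120 CPM in Ia, 32.3 ± 36.6 CPM in Ib and 15.1 ± 14.7 CPM in Ic. *Calb1* was at 181 ± 74.1 CPM in Ia, 6.7 ± 3.49 CPM in Ib and 19.3 ± 21.3 CPM in Ic. The fold changes of Ia were large but not past the threshold, with log2 values of 4.64 (standard error 0.91, adjusted p = 0.469) for *Ttn* and 4.22 (standard error 0.93, adjusted p = 0.634) for *Calb1*. With sums of at least 5 cells, which drops a type II sum and no type I sum, they were 4.53 (adjusted p = 0.0181) for *Ttn* and 4.25 (adjusted p = 0.000229) for *Calb1*. *Calb2* in Ia, at 3730 ± 677 CPM, lay between its levels in Ib, at 334 ± 199 CPM, and Ic, at 20300 ± 2920 CPM. *Pou4f1* in Ia, at 33.6 ± 3.1 CPM, lay above Ic, at 0.66 ± 1.23 CPM, and below Ib.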

Type Ia expressed *Runx1*, *Ttn* (Titin), *Calb1* and *2* (calretinin, CR), and low levels of *Pou4f1* (Brn3a). Type Ib was characterized by the expression of *Grm8* (mGluR8), *Kcnc2* (K_v_3.2), *Lypd1*, *Runx1*, and abundant levels of *Pou4f1*. 

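*Grm8*, on chromosome 6 of GRCm38 from 27275119 to 28135178, had reads in 98.9% of Ib cells and 20.9% of Ia cells, at 151 ± 21.7 CPM in Ib and 9.8 ± 3.57 CPM in Ia (SD, n = 4 plates). *Lypd1*, on chromosome 1 from 125867622 to 125913101, was at 784 ± 212 CPM in Ib, 20.2 ± 10.4 CPM in Ia and 0.171 ± 0.132 CPM in Ic. The log2 fold changes of Ib were 8.70 (standard error 0.58, adjusted p = 0.000203) for *Grm8* and 8.75 (standard error 0.49, adjusted p = 7.49e-05) for *Lypd1*. *Kcnc2*, on chromosome 10 from 112271121 to 112467024, was at 33.3 ± 15.3 CPM in Ib, 0.984 ± 0.778 CPM in Ia and 0.869 ± 1.74 CPM in Ic. In Ib it had a log2 fold change of 6.68 (standard error 1.40, adjusted p = 0.0873) that was not past the threshold, and of 6.09 (adjusted p = 0.0077) with sums of at least 5 cells. *Pou4f1*, on chromosome 14 from 104461676 to 104467999, reached 180 ± 88.3 CPM in Ib, a log2 fold change of 5.62 (standard error 0.86, adjusted p = 0.0281).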

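*Trim54*, on chromosome 5 of GRCm38 from 31116712 to 31137630, was at 53.9 ± 5.69 CPM in Ic, 1.21 ± 0.726 CPM in Ia and 0.0133 ± 0.0267 CPM in Ib (SD, n = 4 plates). In Ic its log2 fold change was 8.61 (standard error 0.82, adjusted p = 0.00138). *Rxrg*, on chromosome 1 from 167598384 to 167639623, was at 132 ± 48.3 CPM in Ic, where the P33 plate at 205 CPM lay apart from the others at 104 to 113 CPM, and at 9.99 ± 10.9 CPM in Ia and 0.0317 ± 0.0634 CPM in Ib. Its log2 fold change was 8.56 (standard error 0.85, adjusted p = 0.00157). *Calb2*, on chromosome 8 from 110137502 to 110168210, had a log2 fold change of 4.27 (standard error 0.66, adjusted p = 0.015) in Ic. *Runx1*, low in this subclass, had one of -4.33 (standard error 0.36, adjusted p = 0.000611), and *Pcdh20* one of 6.23 (adjusted p = 0.0479).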

Finally, type Ic expressed *Trim54* (MuRF3), *Rxrg* and high levels of *Calb2*. We next confirmed in vivo the existence of the four types of SG neurons by validating the expression of genes enriched in specific cell types using combinatorial labeling with new markers and transgenic mouse lines (Fig. 1g). In addition, we analyzed the soma size of each neuronal type (Fig. 1h) and calculated the percentage of each type along the baso-apical axis of the cochlea, which physiologically reflects the tonotopic gradient necessary for encoding frequency specificity within the auditory nerve^8,15^. Using different combinations of newly identified specific markers, the proportion of the four neuron types was found to be relatively constant throughout the length of the cochlea: 7% for type II, 26% for type Ia, 24% for type Ib, and 43% for type Ic (Fig. 1i, Supplementary Fig. 1d-f). Also, we could not observe any specific spatial patterning within the SG of any of the type I neurons subclasses (Supplementary Fig. 1f-g).

Together, these results demonstrate the existence and validate markers of four types of SG neurons. We investigate below the transcriptional basis that contributes to define their distinct neuronal identity.

### Comparative analysis of SG neurons

To get insights into the major differences between the four types of SG neurons, we first conducted gene set enrichment analysis (GSEA) of the two most distinct populations, i.e., type I and type II neurons. 

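The reference data held no gene ontology, so the metabolic difference was measured on the subunits of the mitochondrial respiratory chain and ATP synthase, which oxidise substrates to make ATP. In the adult sums, the 85 genes of this family took 40176 ± 6176 CPM in Ia, 36967 ± 5159 CPM in Ib and 44088 ± 6624 CPM in Ic (SD, n = 4 plates), against 20942 ± 8468 CPM in type II (n = 2 plates). In Ia the P33 plate was at 49400 CPM and the other adult plates at 36000 to 38000 CPM. Of the 79 genes tested, 69 were lower in type II than in type I, with a median log2 fold change of -0.62 by limma, where the median of all genes tested was -0.18. By edgeR the family's median was -0.50, and that of all genes outside the clustering features was -0.36. The set test fry of limma, which keeps the correlation between genes, gave p = 0.00165. The preset correlation of the test camera gave p = 3.78e-10, in the same direction. Without the P17 plate, the median was -0.25 and the p-value from fry was 0.375, and leaving out each other adult plate in turn gave medians from -1.07 to -0.73. Gene by gene, 30 members were past the threshold and all of those were lower in type II, led by *Ndufs1* with a log2 fold change of -2.14 (adjusted p = 2.88e-05).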

While highly enriched gene ontology (GO) terms were associated with neuronal cell functions, such as “neurotransmission”, “ion transport”, and “axogenesis”, the most enriched category in the type I group was “metabolism” (Fig. 2a, c, d), likely reflecting the large energy demand of the myelinated type I neurons to ensure their high sensitivity and temporal fidelity^16,17^. Also, this analysis identified an enrichment of genes among the unmyelinated type II neurons involved in “response to stress” and “pain” mechanisms (Fig. 2b), which is consistent with their activation by cochlear damage^11^.

**Fig. 2:**
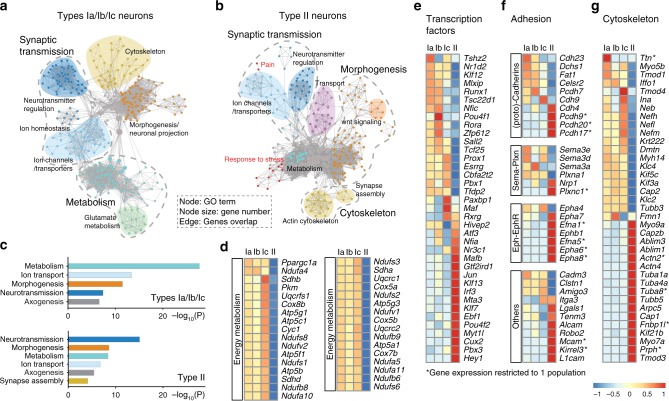
Comparative analysis of SG neurons transcriptomes. **a**, **b** Gene set enrichment analysis of types I (**a**) and type II neurons (**b**) visualized by network. Each node represents a GO term, edges are drawn when there are shared genes between two GO terms. **c** Gene ontology analysis of the type I and type II group. The graph shows most significant terms reflecting neuronal features. **d** Heatmaps showing expression of genes associated with energy metabolism in each subclass of SG neurons. **e**–**g** Differential expression of transcription factors (**e**), cell-adhesion molecules including Cadherin, Semaphorin, and Ephrin family (**f**) and of cytoskeleton-related genes among the four subclasses of SG neurons (**g**) (see also Supplementary Fig. 2)

To further complete the characterization of the four types of SG neurons, we carried out a comparative analysis of their differential expression of transcription factors, adhesion, and cytoskeleton molecules. 

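Over the 12940 adult genes that were tested and were not clustering features, 2133 differed between type II and type I, with 844 higher and 1289 lower in type II. Among the subclasses of type I, 2 genes differed between Ia and the others, 26 between Ib and the others and 58 between Ic and the others. These counts moved most in the subclasses of type I, where DESeq2 on the same sums gave 614 genes for Ia, 748 for Ib and 770 for Ic. In data simulated from these sums with 200 genes changed 4-fold, 46.4% of DESeq2's calls for Ib were false against 2.4% of edgeR's. For type II against type I, the false shares were 57.4% with DESeq2 and 2% with edgeR. With sums of at least 5 cells, which drops the second P21 plate's type II sum, edgeR gave 44 genes for Ia, 511 for Ib and 724 for Ic. The share of called genes that were higher in type II was 39.6% with TMM and 57.7% with DESeq2. The scaling of DESeq2 moved the median log2 fold change of all genes from -0.36 to 0.61.
A gene was counted as ON or OFF when its mean was at least 10 CPM in a type and below 1 CPM in each other type, or the reverse. For a subclass of type I, the other types were the other subclasses only, and type II was not considered. Of the genes that differed in type II, 42 were ON in type II alone and 51 OFF in type II alone, 4.36% of the total. Neither Ia gene met the condition, against 3 of the 26 Ib genes, each ON in Ib, and 8.62% of the 58 Ic genes, of which 1 was ON and 4 were OFF in Ic.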

While numerous genes were specifically expressed in type II neurons, a strict ON/OFF division amongst the three subclasses of type I neurons was rarely observed (Fig. 2e–g, Supplementary Fig. 2), likely reflecting the importance of a combinatorial basis of the code specifying a cell type.

### Neurotransmission-related machinery in SG neurons

We next analyzed in more detail gene families implicated in generic neuronal transmission, including voltage-gated ion channels (VGICs), synaptic vesicle complex, neurotransmitter (NT) receptors and transporters, and calcium-binding proteins, as they all participate in the classification of neuron types by regulating their electrophysiological profile (Fig. 3a–c). SG neurons respond mainly to glutamate released by HCs^16,18^. 

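Of the 15 ionotropic glutamate receptor genes tested in the adult sums, 4 differed between type II and type I, with 1 higher and 3 lower in type II. DESeq2 called 8 of them, 4 in each direction. Among the 5 metabotropic receptor genes tested, 1 differed, and was lower in type II. Across the iGluR family the median log2 fold change of type II was -0.93 and its median size, whatever the sign, was 2.36, against -3.03 and 3.03 in the mGluR family.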

Interestingly, the relative expression of ionotropic glutamate receptors (iGluR)—AMPA (*Gria*), Kainate (*Grik*), and N-methyl-d-aspartate (NMDA) (*Grin*) receptors—and of metabotropic glutamate receptors (mGluRs, *Grm*) was particularly heterogeneous between the type I and type II neurons. 

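*Grm7* was at 102 ± 9.69 CPM in Ia, 75.1 ± 14.8 CPM in Ib and 59.9 ± 11.4 CPM in Ic (SD, n = 4 plates), and at 8.47 ± 8.31 CPM in type II (n = 2 plates). The log2 fold change of *Grm7* in type II was -3.03 (standard error 0.47, adjusted p = 0.00241). *Grm8* was nearly absent from Ic, at 0.00812 CPM (log2 fold change of Ic -11.41, adjusted p = 0.000482). In type II, *Grm8* was at 7.17 CPM at P17 and had no read on the second P21 plate, a level below that of Ia.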

Only type I neurons were found to express mGluRs (*Grm7* in all three type I, and *Grm8* only in type Ib) which are mostly pre-synaptic and decrease neurotransmitter release at the central synapse^19^ (Fig. 3a–f, Supplementary Figs. 3 and 4a,b). Also, while type I neurons exhibited a homogeneous pattern of iGluR expression, *Gria3* and *Grin1* were expressed at much lower levels in type II neurons than in all other types, whereas type II neurons instead specifically expressed *Grik3*, *Grin2c*, and *3a*. 

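*Gria3* was at 211 ± 33.2 CPM in Ia, 236 ± 12.2 CPM in Ib and 219 ± 37.7 CPM in Ic (SD, n = 4 plates), and at 27.9 ± 27.2 CPM in type II (n = 2 plates). *Gria3* thus had a log2 fold change of -3.14 (standard error 0.48, adjusted p = 0.00236). *Grin1* was at 172 ± 40.5 CPM in Ia, 196 ± 42.1 CPM in Ib, 135 ± 23.1 CPM in Ic and 18.8 ± 2.14 CPM in type II, a log2 fold change of -3.13 (standard error 0.21, adjusted p = 1.74e-05). For both genes the difference was larger than the spread between plates.
*Grik3*, on chromosome 4 of GRCm38 from 125490700 to 125714173, did not pass the filter on low counts and was not tested. It stood at 183 CPM in type II at P17 and had no read on the second P21 plate, while no type I subclass had more than 0.0151 CPM. *Grin2c* was at 189 CPM in type II at P17, with no read on the second P21 plate, and at no more than 0.112 CPM in a type I subclass (log2 fold change 9.37, standard error 1.25, adjusted p = 0.00227). *Grin3a* was at 83.9 and 1.72 CPM on those plates and between 0.613 and 1.39 CPM in type I. A log2 fold change of 5.07 (adjusted p = 0.126) left it short of the threshold, which it passed with the P17 sum alone in type II, assumed to vary like the other groups, at 6.52 (adjusted p = 0.0226). From these receptors the paper proposes that type II neurons use AMPA and kainate receptors and that type I neurons rely mainly on AMPA receptors.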

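*Grik4* was at 24.5 ± 3.27 CPM in Ia, 40 ± 11.1 CPM in Ib and 15.8 ± 7.1 CPM in Ic (SD, n = 4 plates), and in type II at 10.6 CPM at P17 with no read on the second P21 plate. The difference between type II and type I was not past the threshold (log2 fold change -2.12, adjusted p = 0.127). *Grik5* was at 17.2 ± 2.95 CPM in Ia, 13.6 ± 7.71 CPM in Ib, 13 ± 3.57 CPM in Ic and 12.2 ± 2.61 CPM in type II, a difference smaller than the spread between plates (log2 fold change -0.08, adjusted p = 0.91).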

*Grik4* and *5* were detected in all subtypes, albeit at very low levels. These results suggest that type II neurons use both AMPA and Kainate receptors, while type I neurons rely mainly on AMPA receptors, as previously shown^16,18^. Moreover, the distinct composition of NMDARs subunits suggests cell-type-dependent activation of different sets of NMDARs-interacting molecules^20^. Thus, together with the morphological differences of the OHC-type II afferent synapse, the different expression of iGluR by type II neurons could participate in vivo in establishing their distinct synaptic responses; the frequency of synaptic events and the size of synaptic potentials are considerably smaller in type II afferent dendrites compared to type I afferents^10,21^.

**Fig. 3:**
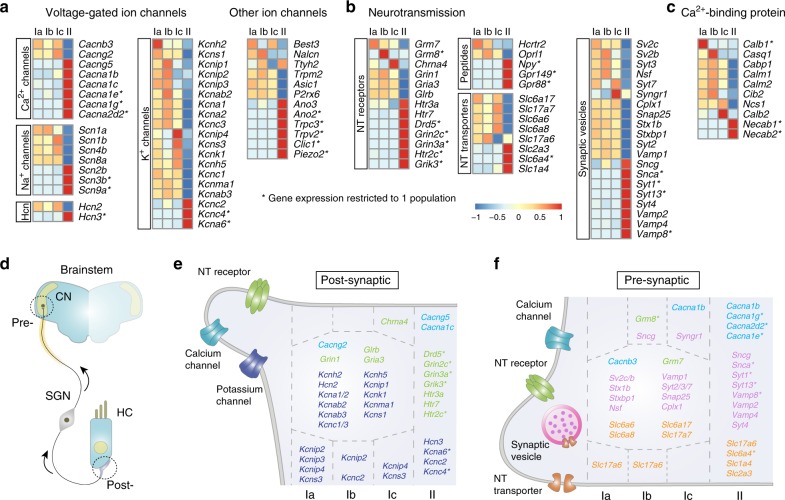
Input–output communication transcriptional signature of SG neurons. **a** Differential expression of voltage-gated ion channels family among SG neurons. **b**, **c** Differential expression of neurotransmission systems including neurotransmitter (NT) receptors, peptides-related molecules, NT transporters, and synaptic vesicles (**b**) and of calcium-binding protein (**c**) among SG neurons (see also Supplementary Fig. 3). **d** Sketch of the SG neuron (SGN) synaptic connection with HC peripherally and with the cochlear nuclei (CN) in the brainstem. Arrows shows direction of the signal transmission. **e**, **f** Schematic representation of the transcriptional portrait of the post-synaptic (**e**) and pre-synaptic (**f**) sites of SG neuron types, based on differentially expressed gene shown in **a**, **b**

The electrophysiological properties of neurons are shaped by the expression of several families of VGICs, which include the sodium (Na_v_), potassium (K_v_), calcium (Ca_v_) channels, and the hyperpolarization-activated cyclic nucleotide-gated (HCN) channels^22^. 

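In the adult sums, 21 of 67 potassium channel genes differed between type II and type I, with 2 higher and 19 lower in type II. DESeq2 called 28 of its 63, 21 of them lower. Of 20 voltage-gated calcium channel genes 5 differed (2 higher and 3 lower), of 11 sodium channel genes 4 differed (1 higher and 3 lower), and of 4 HCN genes 2 differed (1 each way). DESeq2 called more calcium channel genes higher (7) than lower (2), so no direction is given for that family. The members with the largest changes each way, among those past the threshold, were *Kcnc4* with a log2 fold change of 11.41 (adjusted p = 0.00227) and *Kcnh5* with -13.27 (adjusted p = 6.96e-05) for potassium channels. For calcium channels they were *Cacng4* with 7.91 (adjusted p = 0.0232) and *Cacng2* with -2.86 (adjusted p = 0.0414), and for sodium channels *Scn9a* with 3.61 (adjusted p = 0.0101) and *Scn1a* with -3.22 (adjusted p = 1.6e-05). Among HCN genes they were *Hcn3* with 1.85 (adjusted p = 0.0453) and *Hcn2* with -3.38 (adjusted p = 6e-05). In type II the spread of these genes between plates rests on the sums of 8 and 2 cells. Families were taken by gene symbol, so they hold auxiliary subunits too, and neither *Cacng4* nor *Cacng2* encodes a channel pore.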

VGICs exhibited extensive differential expression profiles amongst the different types of SG neurons, sharply distinguishing type II from type I neurons (Fig. 3a–f). 

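Among the subclasses of adult type I neurons, the only channel genes past the threshold with edgeR were potassium channel genes, 1 in Ia, 4 in Ib (2 higher and 2 lower) and 5 in Ic (2 higher and 3 lower), out of 67 tested. Over all the families of neurotransmission, DESeq2 called 12 of 292 genes in Ia, 33 of 292 in Ib and 42 of 288 in Ic, where edgeR called 1, 5 and 6 of 212. With sums of at least 5 cells edgeR called 6, 34 and 35 of 241, and on clusters made without alignment 4, 19 and 27 of 269. Of the potassium channel genes past the threshold, *Kcnd2* had the largest log2 fold changes, 4.79 (adjusted p = 0.0311) in Ia, 4.24 (adjusted p = 0.0103) in Ib and -9.04 (adjusted p = 0.00157) in Ic. Each value is against the mean of the other subclasses, so *Kcnd2* set Ic apart from Ia and Ib, and not Ia from Ib. It was the only channel gene past the threshold in Ia. Among the potassium channel genes past the threshold, the largest fall in Ib was that of *Kcns3*, at -2.22 (adjusted p = 0.035). The largest rise in Ic was that of *Kcnip4*, at 1.32 (adjusted p = 0.0364). The potassium channel family is also the largest of the channel families tested, with 20 calcium channel and 11 sodium channel genes beside it.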

Although Ca_v_, Na_v_, and HCN channels families showed modest differences amongst the different subclasses of type I neurons, K_v_ channels differed substantially in these neuron types. Activation of K_v_ channels shapes the pattern of neuronal firing and excitability and drives the rate of adaptation to sustained stimuli^23^. Their differential expression could participate in the expected distinct physiological characteristics of the different subclasses of type I neurons^5,8,24^ (Fig. 3d–f and Supplementary Fig. 4a and b).

The excitability of auditory afferents is also regulated by the lateral and medial olivocochlear (LOC and MOC) efferents which innervate respectively the type I and type II peripheral endings underneath the HCs and modulate their sensitivity^1,2,25^. Note that the MOC efferents make also direct synaptic contacts with OHCs. The MOC system is cholinergic and GABAergic while the LOC system can be divided into at least cholinergic and dopaminergic components and also contain serotonin, GABA and many neuropeptides, including enkephalins, dynorphins, and calcitonin gene-related peptide (CGRP)^25,26^. Surprisingly, the receptors for these peptides were absent from all SG neurons, as were dopamine receptors, with the exception of *Drd5* that was expressed in type II neurons, and *Drd1a* in type Ib neurons, albeit both at low levels (Supplementary Fig. 4c). 

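*Oprl1*, which encodes the receptor of the opioid-related peptide nociceptin, had reads in 96.8% of adult Ib cells, 84.8% of Ia cells and 95.3% of Ic cells. It was at 93.3 ± 24.3 CPM in Ib, 70.1 ± 11.7 CPM in Ia and 67.5 ± 16 CPM in Ic (SD, n = 4 plates), with a log2 fold change in type II of -4.64 (standard error 0.71, adjusted p = 0.0023). It was chosen by the rule that names the leading member of each receptor family. Of the opioid receptor genes, it was the only one with enough counts to be tested in the adult sums. *Drd5* was at 32.7 CPM in type II at P17 and had no read on the second P21 plate, with reads in 4 of 11 type II cells. Its level was no more than 0.624 CPM in a type I subclass (log2 fold change 6.85 (adjusted p = 0.079), or 6.98 (adjusted p = 0.0393) with the P17 sum alone in type II, assumed to vary like the other groups). *Drd1a* was at 18.2 ± 9.87 CPM in Ib, with reads in 56.4% of cells, and at 1.62 ± 1.5 CPM in Ic. In Ia it was at 5.2 ± 4.15 CPM, with reads in 19.3% of cells, where the second P21 plate was at 11.3 CPM and the others at 2.52 to 3.98 CPM. Its log2 fold change in Ib was 2.59 (standard error 0.77, adjusted p = 0.378), not past the threshold. DESeq2 called 2 dopamine receptor genes in type II, 1 in each direction.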

The ionotropic GABA_A_ receptor subunit *Gabrb3* and metabotropic receptor *Gabbr1/2* (GABA_B1/2_) were uniformly expressed amongst SG neurons. In contrast, nicotinic acetylcholine receptors (nAChRs, which are ionotropic) were differentially expressed: *Chrnb2* in all SG neurons, *Chrna7* in type II and *Chrna4* in type Ic, all at low levels in general. 

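*Gabbr1* was at 134 ± 19.2 CPM in Ia, 141 ± 55.8 CPM in Ib, 117 ± 41.9 CPM in Ic (SD, n = 4 plates), and in type II at 197 ± 114 CPM (n = 2 plates, log2 fold change 0.38, adjusted p = 0.416). *Gabbr2* was at 54.9 ± 15.6, 66.5 ± 15.7, 56.8 ± 16 and 41.2 ± 42.4 CPM in the same order (log2 fold change -0.77, adjusted p = 0.322). In Ia the P33 plate was at 31.7 CPM for *Gabbr2*, and the other adult plates were at 60 to 64.1 CPM. For *Gabbr1* and *Gabbr2*, the differences between types were within the spread between plates. The paper proposes from the low levels of the other receptors that the feedback on SG afferents is mainly GABAergic.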

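*Chrnb2* was at 74.8 ± 14.4 CPM in Ia, 83.8 ± 18.1 CPM in Ib and 68.7 ± 17.6 CPM in Ic (SD, n = 4 plates), and in type II at 41.2 CPM at P17 with no read on the second P21 plate (log2 fold change -2.10, adjusted p = 0.15). *Chrna7* was at 21.9 ± 8.04 CPM in type II (n = 2 plates), from 3 of 8 cells at P17, and at no more than 1.34 CPM in a type I subclass. A log2 fold change of 4.31 (standard error 1.42, adjusted p = 0.064) was not past the threshold. *Chrna4* was at 46.4 ± 14.8 CPM in Ic, 11.9 ± 3 CPM in Ia and 2.53 ± 1.8 CPM in Ib. Its log2 fold change in Ic was 3.19 (standard error 0.68, adjusted p = 0.0727), also not past it. With sums of at least 5 cells, the log2 fold change of *Chrna4* in Ic was 3.15 (adjusted p = 0.00167).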

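*Htr2c* was at 123 CPM in type II at P17 and had no read on the second P21 plate, against 16.8 ± 11 CPM in Ia, 6.4 ± 2.54 CPM in Ib and 2.73 ± 3.14 CPM in Ic (SD, n = 4 plates). *Htr7* was at 150 CPM in type II at P17 and likewise had no read on the second P21 plate, and at 29 ± 12.8 CPM in Ia, 21.1 ± 14.1 CPM in Ib and 27.4 ± 6.47 CPM in Ic. At least 1 *Htr7* read was found in 63.9% of Ia cells, 60.6% of Ib cells and 75.7% of Ic cells. In Ib the P33 plate, at 42 CPM, lay apart from the others at 11 to 16.3 CPM. Neither gene differed between type II and type I past the threshold, with log2 fold changes of 2.23 (adjusted p = 0.361) for *Htr2c* and 1.36 (adjusted p = 0.446) for *Htr7*. With the P17 sum alone in type II, assumed to vary like the other groups, they were 3.54 (adjusted p = 0.0959) and 2.73 (adjusted p = 0.00319). Without the P17 plate the log2 fold change of *Htr7* was -12.19.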

Interestingly, only the type II neurons expressed serotonin receptors (mostly *Htr2c* and *7*) (Fig. 3b; Supplementary Fig. 4c). Thus, with regards to the very low abundance of receptors for acetylcholine (Ach), dopamine, and opioids, these results suggest that the prevalent negative feedback control of SG afferents activity is GABAergic, through both ionotropic and metabotropic receptors. In parallel, a serotonergic positive feedback could also modulate the type II neurons (Fig. 3d–f).

One of the ways by which the strength of activation of a synapse can be modulated is by regulating neurochemical delivery by pre-synaptic terminal through actions on exocytosis^27^. During this process, the cooperation between Synaptotagmins (*Syt*), complexins (*Cplx*), N-ethylmaleimide sensitive factor (*Nsf*), the SNAREs proteins synaptobrevin 1 (*Vamp1*), syntaxin (*Stx*), and SNAP-25 (*Snap25*), as well as Munc18-1 (*Stxbp1*) and Rab3a (*Rab3a*) is essential for synaptic targeting and membrane fusion^27^. 

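Of the 41 tested genes of the exocytosis machinery, 14 differed between adult type II and type I neurons, with 9 lower and 5 higher in type II. DESeq2 called 9 in each direction, so the family as a whole has no direction that holds under both scalings. *Snap25* was at 12500 ± 3340 CPM in Ia, 12800 ± 3870 CPM in Ib, 12500 ± 3700 CPM in Ic (SD, n = 4 plates) and 3200 ± 1360 CPM in type II (n = 2 plates), a log2 fold change of -1.74 (standard error 0.20, adjusted p = 0.000438). In Ib the P33 plate was at 18600 CPM, and the other adult plates were at 10600 to 11400 CPM. *Vamp1* was at 3080 ± 117, 3440 ± 180, 3310 ± 213 and 653 ± 692 CPM in the same order, a log2 fold change of -2.49 (standard error 0.54, adjusted p = 0.0119). Further log2 fold changes were -1.19 (adjusted p = 7.06e-05) for *Rab3a* and -1.04 (adjusted p = 0.0149) for *Nsf*. Of these members, *Nsf* alone lost its side of the threshold with edgeR's RLE factors, at -0.69 (adjusted p = 0.111). Among the synaptotagmins, *Syt2* was lower in type II (-3.79, adjusted p = 0.0301) and *Syt1* higher (5.91, adjusted p = 0.00342).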

Their enrichment within the type I neurons group supports a fast exocytosis at the auditory nerve endings (Fig. 3b, Supplementary Fig. 4c). In line with this, the enrichment of *Slc17a7* (VGLUT1) in type I afferents enables efficient recovery of synaptic vesicles during prolonged stimulation^28^ (Fig. 3b, Supplementary Fig. 4c). In addition, by regulating calcium availability, which triggers the fusion step^27^, the differential expression of calcium-binding proteins could also participate in the distinct firing dynamics of SG neurons^29^ (Fig. 3c).

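*Slc17a7* was at 633 ± 77.3 CPM in Ia, 508 ± 111 CPM in Ib and 856 ± 131 CPM in Ic (SD, n = 4 plates), and in type II at 60.8 CPM at P17 and 142 CPM on the second P21 plate. The log2 fold change of type II was -2.77 (standard error 0.25, adjusted p = 0.000109), and both type II sums were below the lowest type I sum.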

Altogether, our data provide core molecular features of SG neuron types whose differential expression may underlie their input–output communication properties.

### Electrophysiological profiles of type I neurons

We next asked whether the three distinct subclasses of type I SG neurons also exhibit unique electrophysiological properties. Whole-cell recordings were made from isolated SG neurons after dissociation to capture their key electrophysiological properties at the soma level. Analysis of current-clamp recordings revealed a high degree of diversity amongst the 133 recorded neurons in terms of action potential firing patterns and intrinsic passive and active properties. Two main groups could be easily distinguished based on their accommodation rate to step current injections: unitary spike accommodating/phasic cells (UA, *n* = 107 cells, 80% of neurons) and multiple spikes accommodating cells (MA, *n* = 26 cells, 20% of neurons, also characterized by a sustained firing over 200 ms long current steps) (Supplementary Fig. 5a), as shown at earlier stages^24^. UA cells were not able to fire more than a single action potential in response to a prolonged depolarizing step, while MA fired multiple action potentials with frequencies that increased by incrementing current intensity (Supplementary Fig. 5a). Post hoc immunostaining on 50 cells revealed that all Ia and Ic neurons (28 TOM^+^/CR^+^ neurons in a *PV*^*Cre*^;*R26*^*TOM*^ context) corresponded to UA type (Fig. 4a, b, e–g, Supplementary Fig. 5b), while the Ib population (22 TOM^+^/CR^−^ neurons) was equally comprising either UA (11 cells) or MA type (11 cells) (Fig. 4c, d, e–g) raising the possibility that the Ib type could be further subdivided. Moreover, neurons with an MA profile showed high variability in the number of spikes they fired with prolonged depolarization current (Fig. 4h).

**Fig. 4:**
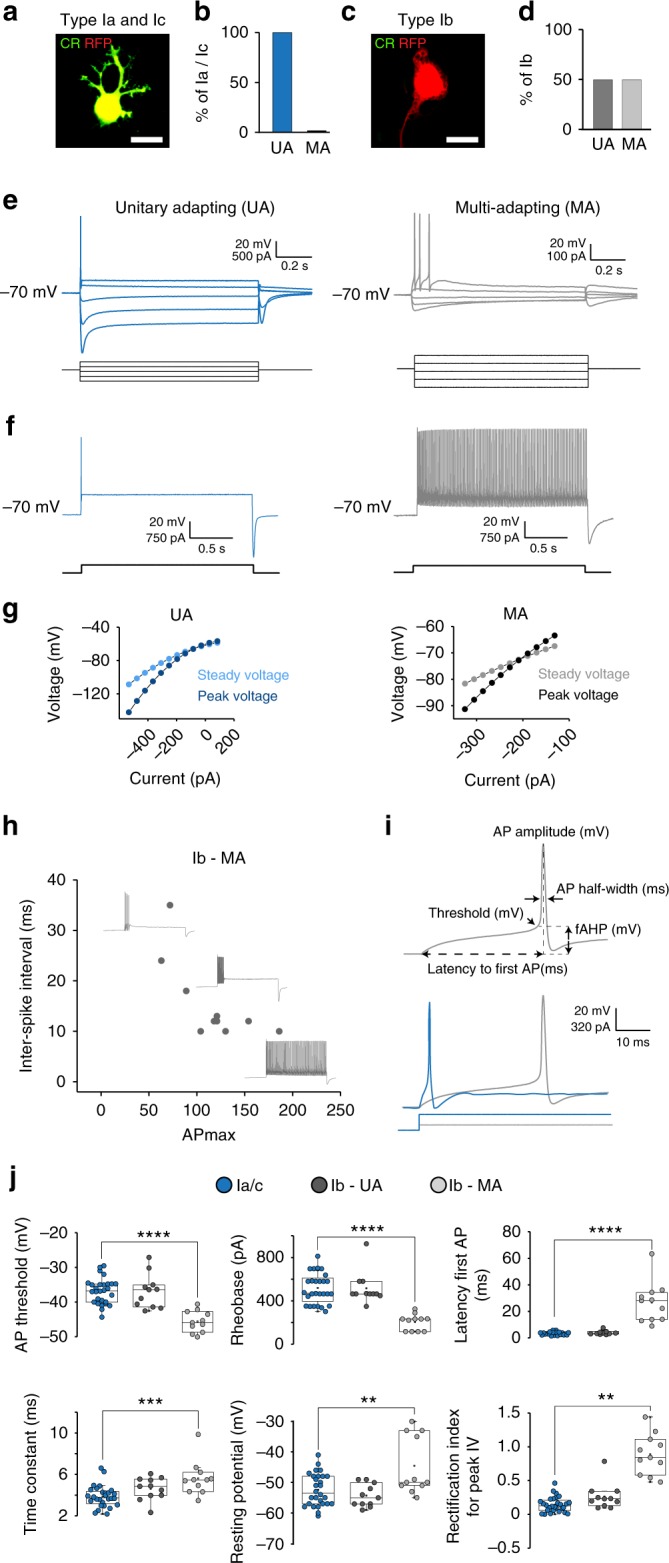
Electrophysiological characterization of SG neurons types. **a**, **c** Immunohistochemistry of RFP^+^ neurons after culture and patch-clamp recordings from SG neurons from P21, *PV*^*Cre*^;*R26*^*TOM*^ mice illustrating Ia/Ic types (CR^+^) and Ib type (CR^−^). **b**, **d** Correspondence of SG neuron types and their firing patterns, illustrating that all Ia/Ic neurons (*n* = 28) are unitary spike accommodating (UA) and 50% of Ib neurons (*n* = 11) are UA while the other 50% (*n* = 11) are multiple spikes accommodating (MA). **e** Representative whole-cell current-clamp recordings from UA and MA neurons from P21 SGNs. **f** Different accommodation rates and action potential firing patterns of representative UA (left) and MA (right) neurons in response to suprathreshold step current injections. **g** Graphs of the current–voltage relationship illustrating the state and peak IV responses for UA (left) and MA (right) types. Note steeper slope for peak voltage in MA cells than UA suggesting stronger rectification. **h** Plots of inter-spike interval (ISI) vs action potential (AP) max of the stained SG neurons, illustrating the diversity of type Ib neurons. **i** Schematic representation of measured action potential parameters (fAHP—fast after-hyperpolarization). Bottom, AP shape of UA (blue) and MA (gray) neurons showing different AP threshold and rheobase values, along with different AP kinetics (latency, duration, and fAHP). **j** Comparison of basic electrophysiological parameters highlighted in (**h**) between Ia/Ic, Ib UA, and Ib MA SG neurons. Data are represented as mean ± SEM (**P ≤ 0.01, *** *P* ≤ 0.001, **** P ≤ 0.0001; *t*-test between Ia/c UA and Ib MA population.) Scale bars: 20 μm (**a**,**c**)

To further describe the two SG neuron populations, we performed a more detailed analysis of their action potential properties. Only the Ib neurons with a MA profile differed significantly in most analyzed parameters (Fig. 4i–j, Supplementary Fig. 5c). In general, UA cells exhibited higher depolarization threshold compared to MA cells, their resting membrane potential was more hyperpolarized and they required stronger current injections to discharge action potentials. MA cells fired in response to smaller current injections, responded slowly and with a longer latency and had wider action potentials. Also, a slow after-hyperpolarization (AHP) was more prominent among MA cells. Other distinctive features of MA cells were their pronounced rectification of the current–voltage (*I*–*V*) relationship, larger Ih-mediated sag, shorter membrane time constant, and a high variability in their maximal frequency discharge, reaching up to 106 Hz (mean = 51 Hz).

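At least 1 *Kcnc2* read was found in 35 of 54 Ib cells at P17 (64.8%, 95% exact confidence interval 50.6% to 77.3%), in 14 of 21 on the first P21 plate (66.7%, 43% to 85.4%). The numbers were 6 of 12 on the second P21 plate (50%, 21.1% to 78.9%) and 4 of 7 on the P33 plate (57.1%, 18.4% to 90.1%). The mean over plates was 59.7% ± 7.64 (SD, n = 4 plates). With a minimum of 10 reads, the alternative that moved it most, the mean was 52.5% ± 11.6. With each cell thinned to 322942 reads, and cells with fewer reads left out, it was 60.2% ± 8.56 over 91 of the 94 Ib cells. The median depth of Ib cells was 416294 reads with *Kcnc2* and 412596 without at P17. The cells without it were the deeper on the other plates, with medians of 1736461 reads with and 2148950 without on the first P21 plate, 2381445 and 2606789 on the second, and 1698536 and 1884370 on the P33 plate.

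**Figure D1:**
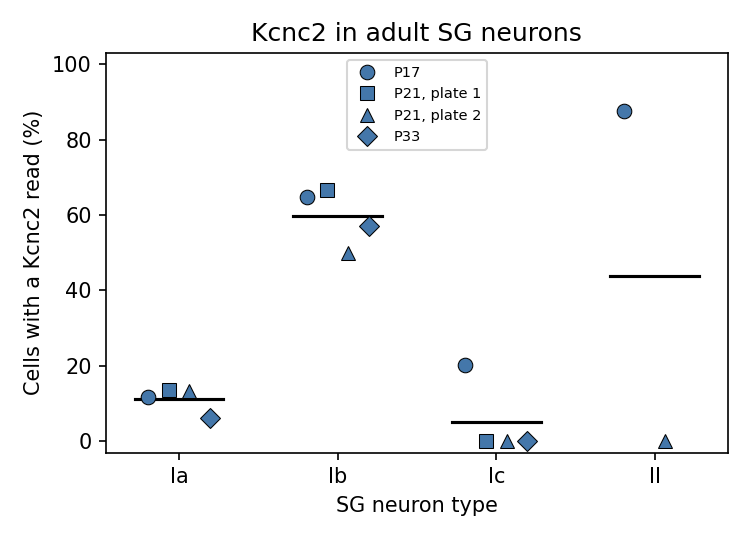
Percent of adult cells with at least 1 *Kcnc2* read, by type and plate; each point is 1 plate and the bars are the mean over plates. Ib lies between 50% and 66.7% on each plate, above Ia on each plate.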

To correlate the physiological data of SG neurons to their molecular profile, we found that *Kcnc2* (K_v_3.2) exhibited a contrasted expression profile in type Ib neurons, identifying two populations, which reinforces the possibility of a subdivision of type Ib in two subtypes (Supplementary Fig. 5d). One did not express *Kcnc2* while the other expressed variable levels of *Kcnc2*. 

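As means of the CPM of single Ib cells, *Lypd1* was at 714 ± 270 CPM without and 810 ± 130 CPM with a *Kcnc2* read (SD, n = 4 plates), *Grm8* at 160 ± 38.9 and 145 ± 11.6 CPM, and *Pou4f1* at 182 ± 99.5 and 179 ± 67.4 CPM. Of genes higher in Ia, *Calb2* was at 503 ± 108 and 266 ± 230 CPM, against 3570 ± 499 CPM in Ia, and *Ttn* at 48.6 ± 44.7 and 25.1 ± 36.8 CPM, against 364 ± 130 CPM. In the Ib cells with *Kcnc2* reads its level was 56.3 ± 24.3 CPM, from 27.8 to 87.1 CPM over the plates. When the cells of each plate were split by *Kcnc2* and compared as sums with edgeR, no other gene of the 11814 tested differed (lowest adjusted p = 0.992), with 285 at an unadjusted p under 0.05 and 6 called by DESeq2. The edgeR test did not call *Kcnc2* itself, which defines the groups (log2 fold change 12.32, adjusted p = 0.992), so it does not show that the groups are alike in other genes. The paper proposes that the cells with and without *Kcnc2* are the Ib neurons that fire several spikes and a single spike, since K_v_3.2 has a known role in repetitive firing.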

K_v_3.2 has been shown to play an important role for sustaining repetitive firing^23,30^. Thus, these two populations could refer to the UA and MA types of Ib neurons, respectively. 

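At least 1 *Kcnc2* read was found in 11.2% ± 3.4 of adult Ia cells (SD, n = 4 plates), from 6.25% to 13.5% over the plates. In Ic it was found in 15 of 74 cells at P17, 20.3%, and in 0 of 33 cells of the other adult plates, which allows a share of up to 9.09%. Of the 11 cells placed in type II, 7 had a *Kcnc2* read, all at P17. With a minimum of 10 reads, the share was 5.15% ± 5.9 in Ia (SD, n = 4 plates), and in Ic the cells were 6 of 74 at P17, 8.11%, and 0 of 33 on the other plates.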

In line with this, type Ia and Ic neurons, which are UA type, did not express *Kcnc2* (Supplementary Fig. 5d). 

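The genes of the families reported were ranked by the variance of their normalized, natural-log expression among the 94 Ib cells. *Kcnc2* had rank 27 by this measure among 509 genes and rank 19 among the 295 genes of the neurotransmission families, or rank 17 of all 509 when the variance was taken within plates. The highest variances were those of *Kcnip2*, *Kcnj10*, *Kcnq1ot1*, *Kcnab3* and *Scn4b*, which were chosen after their values were seen. *Kcnq1ot1* is a noncoding RNA that entered the potassium channel family by its symbol. Of these 5 genes, *Kcnj10* had reads in 50% of Ib cells and each of the others in at least 96.8%. A high variance is thus not the same as a contrast of cells with and without reads. *Kcnc2* had reads in 62.8% of Ib cells. The 1491 genes whose mean level in Ib was within a narrow window of its own had reads in a median of 88.3% of cells, and only 2.08% of them were found in fewer.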

To the best of our analysis, *Kcnc2* was the only candidate gene in our neurotransmission-related gene data set to show this contrasted expression in type Ib neurons. In view of the importance of K_v_3 channels in the regulation of the firing properties of neurons^31^, it will be interesting to assess in vitro and in vivo the role of K_v_3.2 in the physiology of type Ib neurons and in hearing.

Although our data obtained on dissociated neurons do not reflect the actual biophysical properties of the post-synaptic SG neurons during synaptic transmission of inputs from IHCs, they do demonstrate a high heterogeneity of electrophysiological properties among SG neuron types. These neuron types could conceivably correspond to the auditory units with distinct thresholds to sound stimulation in vivo^5,8^.

### Spatial segregation of type I afferent terminals

Multiple type I afferents (10–20 in mice) receive input from one IHC^32^—in comparison, a single type II neuron receives input from a dozen of outer HCs (OHCs)^1^. Remarkably, the position of these type I afferent terminals around the IHC circumference determines the fibers’ threshold sensitivity^8,33,34^. Fibers with high thresholds (HT afferents) to acoustic stimuli have been shown to contact the modiolar side (facing the modiolus) of the IHC while those with lower acoustic thresholds (LT afferents), their opposite, pillar side (facing the pillar cells)^8,9,34,35^ (see scheme in Fig. 5a). Differences in threshold sensitivity are important for expanding the dynamic range of the cochlea, and would provide a means for discriminating sounds in a background noise^5,34^. They also strongly suggest the existence of distinct ascending circuits and, consistent with this, specialized neuron types. To test whether the molecular differences we identified between SG neuron types could underlie the cellular basis of this functional diversity, we first made use of the high expression of *Pou4f1* (Brn3a) in type Ib neurons to selectively trace their nerve endings below IHCs using *Brn3a*^*CreERT2*^;*R26*^*TOM*^ mice and limiting tamoxifen exposure (a single injection at P21) (Fig. 5b). Indeed, a single injection of tamoxifen in P21 *Brn3a*^*CreERT2*^;*R26*^*TOM*^ mice lead to a sparse labeling of mostly type Ib neurons at P30 (94% of RFP^+^ type I neurons are Ib neurons, with 25% efficiency within the Ib population). Combined with CR immunostaining to label the projections of type Ia and Ic neurons, this sparse labeling strategy revealed on cross-sections and in cochlea whole mount that TOM^+^ Ib fibers consistently innervated the modiolar side of IHC, while CR^+^ Ia and Ic fibers, the pillar side (Fig. 5c, Supplementary Fig. 6a-c). Importantly, both CR and TOM positive fibers did not co-localize with synaptotagmin positive pre-synaptic nerve endings underneath the IHCs, excluding the possibility that these fibers were efferents (Supplementary Fig. 6b-c-e). A quantitative analysis of CR^+^ (only in Ia/Ic neurons) vs PV^+^ (in all neurons) fibers underneath the IHCs in cochlea whole mount of WT mice further confirmed the specific projection of Ib neurons to the modiolar and of the Ia/Ic neurons to the pillar (Ia/Ic) side of the IHCs (Fig. 5d–f, Supplementary Fig. 6d-e). Strikingly, the segregation of type I afferent projections was already defined in the osseus spiral lamina region, where peripheral axons of all SG neurons merge and project towards the sensory epithelium (Fig. 5g). Thus, Ib fibers were systematically positioned on the scala vestibuli (SV) side of the nerve bundle, while the Ia and Ic fibers, on the scala tympani (ST) side. Altogether, these data demonstrate that genetically distinct subclasses of type I SG neurons are associated with specific peripheral projection profiles with IHCs that correlate well with the distinction between LT and HT afferents^8,34^ (Fig. 5h).

**Fig. 5:**
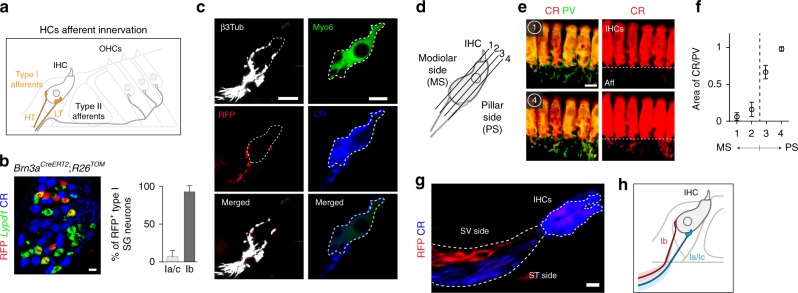
Innervation pattern of IHCs by type I neurons. **a** Sketch representing the afferent innervation of the mature organ of Corti, and illustrating the spatial segregation of the peripheral projections and synaptic contacts of high threshold (HT) and low threshold (LT) SG neuron fibers with IHCs. HT fibers innervate the modiolar side while LT fibers, the opposite, pillar side of IHCs. **b** Genetic labeling of Ib neurons using *Brn3a*^*CreERT2*^;*R26*^*TOM*^, injected with tamoxifen at P21 and analyzed on cross-section at P30. About 96% of RFP^+^ cells were *Lypd1*^+^ and were CR^−^, confirming their Ib identity (*n* *=* 3 animals). **c** In *Brn3a*^*CreERT2*^;*R26*^*TOM*^ mice, RFP^+^ Ib fibers innervate the modiolar side, while CR^+^ Ia and Ic fibers, the pillar side of IHCs. In the merged panel for the CR (Ia/Ic fibers) and Myo6 (IHC) staining, the IHC is shadowed to better visualize the innervation. **d** Schematic of the position of sections shown in **e** and **f**. **e** Whole mount staining of P21 cochlea, using CR and PV immunostaining in WT mice. The images show the presence of CR^+^ fibers on the pillar side (PS, section #1) and their absence on the modiolar side (MS, section #4) of IHCs, while PV^+^ afferents are observed on either side (Aff: afferents). **f** Quantification of the distribution of CR^+^ afferent fibers at different section levels of the IHCs (from the modiolar side to the pillar side) by measuring the area of the CR^+^ fibers within the area of PV^+^ fibers at different levels of the IHC innervation, as shown in **d** and **e** (*n* = 4 animals). Note that no CR^+^ fibers were observed outside the PV^+^ fibers area. **g** In *Brn3a*^*CreERT2*^;*R26*^*TOM*^ mice (see **b**), the peripheral projections of Ib (RFP^+^) and of Ia/Ic (CR^+^) neurons within the osseus lamina are segregated and occupy the scala vestibuli (SV) and scala tympani (ST) sides, respectively. **h** Schematic summary of the IHC innervation by type I afferents. Data are presented as mean ± SEM. Scale bars: 20 μm (**b**,**c**); 10 μm (**e**,**g**)

### Neuronal diversity in the cochlea is established at birth

In mice, pups are born deaf and become responsive to sound stimulation after P10^36^. Before the onset of hearing, neuronal activity in the SG is triggered by IHCs spontaneous activity^37^, which begins at about P4 and affects the maturation of the IHC-afferent synapses and certainly of different other cell types in the cochlea^37–39^. We therefore investigated the timing of establishment of SG neurons diversity, with respect to this critical maturation period. Unbiased clustering of 478 SG neurons from P3 cochlea mice revealed again four distinct types of SG neurons, in proportion similar (*P* > 0.05) to those observed in adult mice (Fig. 6a, Supplementary Fig. 7a-b). 

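The P3 data came from 2 plates, 1 from *PV* Cre;*R26* TOM mice (sample A) and 1 from *EphA4* GFP mice, in which GFP marks SG neurons (sample B). The assay, the counts and their processing were as for the adult plates, and the authors state that the parameters differed in minor ways. The paper's text gives no minimum of genes for P3, and the 5000 of P17 and P21 was used. Reads per kept cell lay between 91646 and 1326372 in sample A (median 829266) and between 219157 and 2125608 in sample B (median 1086584). Clustering gave 13 clusters, of which the marker genes named 148 cells Ia, 142 Ib, 135 Ic and 20 type II. The other 56 cells were left without a type, in clusters of 19, 17 and 20 cells, of which the cluster of 17 was led by the cell cycle genes *Top2a* and *Mki67*. Sums held between 3826197 reads, for the 4 type II cells of sample B, and 90130843 reads.
Of the cells with a type, Ia made up 52.4% ± 3.14 on the adult plates (SD, n = 4) and 34% ± 2.28 on the P3 plates (n = 2). The shares were, in the same order, 22.7% ± 4.64 and 35.7% ± 11 for Ib, 22.9% ± 5.82 and 26.1% ± 12.3 for Ic, and 1.95% ± 1.61 and 4.16% ± 0.969 for type II. An exact two-sided permutation test over the 6 plates gave p = 0.067 for Ia, p = 0.133 for Ib, p = 0.8 for Ic and p = 0.2 for type II. With the 15 ways to split the plates, 0.067 is the smallest p that this design allows, so no difference in share could pass 0.05. Every adult plate had a larger share of Ia than both P3 plates. Of the alternatives in clustering, the one that moved the share of Ia most was leaving out the alignment of plates, which brought Ia to 43.4% on the adult plates and 35.6% on the P3 plates. From the types found at P3 the paper reasons about when the diversity of SG neurons is established.

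**Figure D2:**
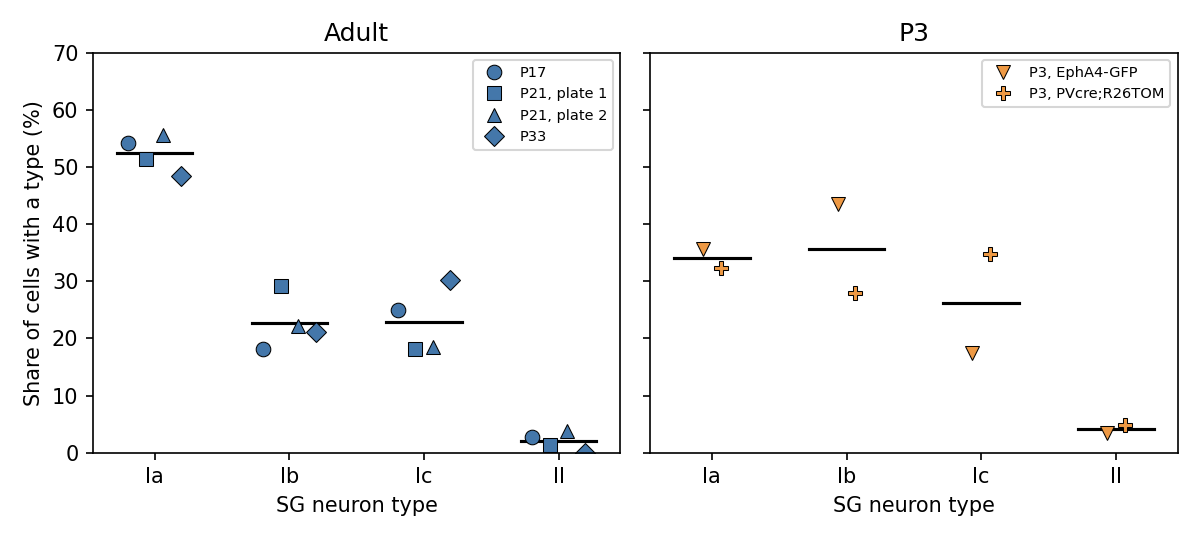
Percent of cells with a type that belong to each type, on adult and P3 plates; each point is 1 plate and the bars are the mean over plates. The share of Ia lies between 48.5% and 55.6% on the adult plates and between 32.4% and 35.7% on the P3 plates.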

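At P3, *Pou4f1* was at 307 ± 19 CPM in Ib and 57.4 ± 12.2 CPM in Ia (SD, n = 2 plates), against 1.31 ± 0.179 CPM in Ic and 5.05 ± 7.14 CPM in type II. The log2 fold change of Ic against Ia and Ib was -6.75 (standard error 0.80, adjusted p = 0.0159). *Runx1* was at 262 ± 17.1 CPM in Ia, 249 ± 17.7 CPM in Ib, 8.34 ± 1.66 CPM in Ic and 0.61 ± 0.863 CPM in type II. Its log2 fold change in Ic was -4.94 (standard error 0.29, adjusted p = 0.0011).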

As in adult SG, the expression of transcription factors such as *Pou4f1* and *Runx1* was specific to the Ia and Ib types. The type Ic and II neurons were characterized respectively by a specific, transient expression of *Cxcl14* and *Etv4* (PEA3) (Fig. 6b, c; Supplementary Fig. 7c), distinguishing the two types from adult stages. 

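*Cxcl14*, on chromosome 13 of GRCm38 from 56288643 to 56296551, was at 22 ± 9.97 CPM in P3 Ic neurons (SD, n = 2 plates), with reads in 58.5% of cells, against 2.21 ± 1.6 CPM in Ia, 0.476 ± 0.654 CPM in Ib and no read in type II. Its log2 fold change in P3 Ic was 5.04 (standard error 0.97, adjusted p = 0.111), not past the threshold, and 4.92 (adjusted p = 0.011) with sums of at least 5 cells. From P3 to adult Ic it fell to 0.23 CPM, a log2 fold change of -6.32 (standard error 1.37, adjusted p = 0.0189). At P17, 4 of 8 type II cells had reads of it. *Etv4*, on chromosome 11 from 101769742 to 101785371, was at 39.9 ± 10.2 CPM in P3 type II neurons, with reads in 70% of cells, and at 4.75 ± 1.07 CPM in Ic, 0.25 ± 0.15 CPM in Ia and 1.07 ± 0.279 CPM in Ib. In type II this is a log2 fold change of 5.22 (standard error 0.32, adjusted p = 0.000235). No *Etv4* read was found in the adult type II sums, and the test of adult against P3 type II, which called no gene at all, gave an adjusted p of 0.992. That test, by edgeR, had 496 genes at an unadjusted p under 0.05, and DESeq2 called 258. In data simulated for this contrast, 86.6% of DESeq2's calls were false, and edgeR recovered 0% of the changed genes.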

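At P3, *Epha4* was at 172 ± 10.5 CPM in Ia, 158 ± 6.7 CPM in Ib, 197 ± 26 CPM in Ic and 41.7 ± 6.46 CPM in type II (SD, n = 2 plates), where 70% of cells had a read. It remained lower in type II than in type I (log2 fold change -2.08, standard error 0.15, adjusted p = 0.000379). *Prph* was at 531 ± 174 CPM in type II and 137 ± 57.8 CPM in Ic, where 85.2% of cells had a read, against 12.1 ± 11.6 CPM in Ia and 2 ± 0.764 CPM in Ib. The log2 fold change of *Prph* was 5.28 (standard error 0.29, adjusted p = 0.000154) in type II against type I and 4.92 (standard error 0.34, adjusted p = 0.00208) in Ic against Ia and Ib.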

Interestingly, both *Epha4* and *Prph*, described previously as early postnatal type I and type II neuron markers respectively^13,40^, were more widely expressed, with *EphA4* found in all neuron types, and *Prph*, in both type II and Ic neurons (Fig. 6b, Supplementary Fig. 7c-f; Supplementary Data 3, 4). Moreover, the four neuron types could be already identified at P0 (Supplementary Fig. 7g), suggesting that the molecular pathways that specify the generation of the four SG neuron types precede and are independent of the postnatal maturation of the organ of Corti and of spontaneous or stimulus-driven activity.

**Fig. 6:**
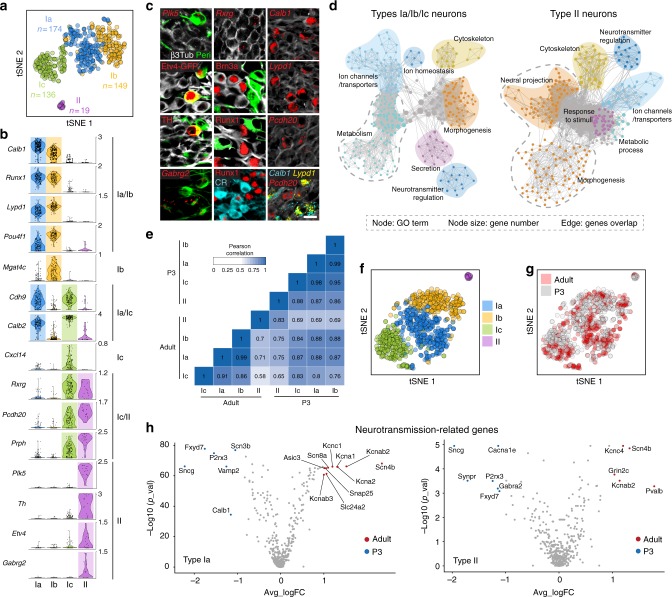
SG neuron types in new born mice and comparative analysis of their transcriptome with adult SG neurons. **a** t-SNE of SG neurons showing four different clusters at P3. **b** Violin plots showing the expression of marker genes in log-transformed scale. **c** In vivo validation of the identified neuron types by immunohistochemical and fluorescent in situ hybridization using identified marker genes in P3 cochlea. Type II SG neurons were identified by Peripherin (Peri), *Plk5*, *Etv4* (*Etv4*^*GFP*^ transgenic mouse), TH, and *Gabrg2*. Ia neurons were identified by *Pou4f1*, Runx1, and CR. Ib neurons were identified by Runx1 and *Pou4f1* and Ic neurons, by *Rxrg*, *Pcdh20*, and CR expression. *Lypd1* and *Calb1* expression could not distinguish type Ia from Ib neurons at this stage. Note that co-localization on sections could never be observed for markers expressed in different populations of neurons in the scNRAseq data. **d** Gene set enrichment analysis of P3 type I and type II SG neurons visualized by network. **e** Correlation analysis of SG neuron types from adult and P3 stages, using average expression of all differentially expressed genes as input. **f**, **g** Visualization of SG neuron types from adult and P3 stages using tSNE, revealing the conserved subclass identities between the two samples. **h** Volcano plots of gene expression differences between adult and P3 SG neuron types for type Ia (top panel) and type II (bottom panel). Genes differentially expressed in adult or P3 are marked by red or blue dots respectively. Scale bar: 20 μm (**c**)

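In the P3 sums, *Lypd1* was at 123 ± 18.2 CPM in Ia and 198 ± 0.971 CPM in Ib (SD, n = 2 plates), against 0.506 ± 0.102 CPM in Ic, a smaller gap between Ia and Ib than in the adult. *Calb1* was at 871 ± 13.8 CPM in Ia, 280 ± 6.22 CPM in Ib and 15.8 ± 1.22 CPM in Ic. The tests set each subclass against the mean of the other subclasses, and the log2 fold changes were 4.61 (standard error 0.17, adjusted p = 0.000966) for *Lypd1* in Ib and 3.71 (standard error 0.20, adjusted p = 0.00497) for *Calb1* in Ia. Among the other genes that the figure uses, *Plk5* was at 570 ± 92.3 CPM in type II (log2 fold change 11.39, adjusted p = 3.47e-05) and *Th* at 803 ± 254 CPM (9.54, adjusted p = 0.000426). In Ic, *Rxrg* was at 77.5 ± 6.62 CPM (log2 fold change 6.31, adjusted p = 0.000307) and *Pcdh20* at 109 ± 15.7 CPM (4.76, adjusted p = 6.18e-05).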

Through GSEA of P3 SG neuron types, we observed that “neurogenesis” and “morphogenesis/neuronal projection” were among GO terms with the highest representation in type II neurons (Fig. 6d). By contrast, the most enriched term in type I neurons concerned genes associated with metabolism, as was described earlier for the adult type I group (Fig. 6d). 

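The same respiratory chain and ATP synthase genes were measured at P3 in place of the ontology term. They took 44372 ± 998 CPM in Ia, 42198 ± 1237 CPM in Ib and 42082 ± 1622 CPM in Ic, against 24626 ± 1986 CPM in type II (SD, n = 2 plates each). Of the 82 genes tested, 77 were lower in type II, with a median log2 fold change of -0.73 by limma, where the median of all genes tested was -0.08. By edgeR the family's median was -0.76, and that of all genes outside the clustering features was -0.11. By the set test fry of limma, p was 0.000302, and it was between 2.55e-05 and 0.00343 under the alternatives other than camera, the highest of them with sums of at least 5 cells, a setting chosen after the values were seen. By edgeR, 67 members were past the threshold and lower in type II, and 1 was higher. In sets simulated with no shift at P3, fry called 5 of 20 and camera 4 of 20, so these p-values are too small. For the same term in the adult, the paper proposes the energy needs of myelinated type I neurons as the reason.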

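The mean expression of each type, with plates of a stage weighted equally, was compared across the 2185 genes of the paper's marker tables. Pearson's r between adult and P3 was 0.373 for Ia, 0.413 for Ib, 0.335 for Ic and 0.596 for type II. Across types, r was 0.365 for P3 Ia and adult Ib and 0.348 for P3 Ib and adult Ia. P3 Ic had 0.343 with adult Ia, 0.32 with adult Ib and 0.378 with adult type II, so it was no nearer to adult Ic than to adult Ia. With Spearman correlation P3 Ic was nearest to adult Ic, at 0.686 against 0.663 with adult Ia. In the type I subclasses the choice of genes moved these values most. Over all 11286 genes with a mean of at least 0.1 per 10000 counts in a type, r was 0.885 for Ia, 0.881 for Ib, 0.83 for Ic and 0.67 for type II, and for P3 Ic and adult Ia it was 0.868. Within a stage, over the marker genes, r between types was 0.873 for adult Ia and Ib, 0.812 for Ia and Ic and 0.637 for Ib and Ic. It was from 0.318 to 0.346 between type II and a type I subclass. At P3 the values were 0.924, 0.779 and 0.747, and from 0.46 to 0.675 with type II. Between the P3 plates, r for the same type was 0.969 in Ia, 0.969 in Ib, 0.965 in Ic and 0.906 in type II, above each value between the ages. The values for type II rest on the P17 plate, without which r was 0.184. Genes are not independent replicates, so no p is given.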

In line with this, a correlation analysis of adult and P3 SG neuron types revealed high similarity between the two stages (Fig. 6e–g). This was particularly visible for gene families related to neurotransmission (Fig. 6h, Supplementary Fig. 8), in which only a few number of genes showed different expression between P3 and adult stages. These results strengthen the idea that functional diversification of SG neuron types displayed prior to experience includes mature and distinct synaptic communication signatures that persist in adult neurons.

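Between P3 and adult plates, 2807 of 15241 genes tested differed in Ia, 1907 of 14328 in Ib and 2300 of 13789 in Ic. Each of these genes had every adult plate on one side of both P3 plates, as had 46.1%, 45.3% and 47.4% of all genes tested. Leaving out 1 plate moved these counts to between 800 and 5120 in Ia, 310 and 3913 in Ib and 575 and 4399 in Ic, lowest with a single P3 plate left and highest without P33. In the families of neurotransmission, 74 of 217 genes differed in Ia (39 higher and 35 lower in the adult), 57 of 214 in Ib (33 and 24) and 67 of 188 in Ic (31 and 36). These are 34.1%, 26.6% and 35.6% of the family genes, where 18.4%, 13.3% and 16.7% of all genes tested differed. In type II edgeR called no gene, of the 137 family genes or of all tested, while DESeq2 called 6 family genes and edgeR on clusters made without alignment called 21. In the simulated data, 86.6% of DESeq2's calls for type II between ages were false. Age was not separated from plate in the comparison of P3 and adult, since each plate held cells of 1 age.
The largest changes were taken, within each subclass, among genes past the threshold with every adult plate on one side of both P3 plates and a mean of at least 10 CPM in the higher group. Among these genes in Ia, *Cox8b* had the second largest rise, from 0.0146 CPM at P3 to 81 ± 20.4 CPM in the adult (SD, n = 2 and n = 4 plates), a log2 fold change of 12.36 (standard error 0.52, adjusted p = 5.68e-05). *Fxyd7*, on chromosome 7 of GRCm38 from 31042513 to 31051467, had the largest fall in Ia, from 448 ± 86.5 CPM to 0.0763 ± 0.071 CPM (-12.21, standard error 0.46, adjusted p = 3.77e-05). *Scn4b*, a sodium channel subunit, rose in Ib from 5.34 ± 4.39 CPM to 877 ± 269 CPM (7.38, standard error 0.74, adjusted p = 0.00166). *Fxyd7* was also among the largest falls in Ib and Ic, beside *Grxcr1* and *Myoz1* in Ib and *Nell1* and *Magel2* in Ic, which had no read on the adult plates. The largest fall was that of *Grxcr1* in Ib (-12.78, adjusted p = 0.00462) and of *Nell1* in Ic (-13.73, adjusted p = 0.00106). *Grxcr1* was also among the marker genes that named Ib at P3. In Ia, *Nell1* and *Tmem125* followed *Fxyd7*. *Gm19461* was among the largest rises in each subclass, beside *BC049352* in Ia and *Gm10684* in Ic, which had no read at P3. From these comparisons the paper proposes that the types carry distinct synaptic signatures before experience and keep them in the adult.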

### Cell-to-cell communication machinery in P3 SG neurons

We next compared transcriptional differences amongst neonatal SG neuron types, focusing on gene sets commonly involved in neurodevelopmental processes, such as “axon guidance”, “adhesion”, and “signaling molecules”. These most likely participate to the establishment of their innervation pattern and to the specificity of their synaptic connections with HCs (Fig. 7a), efferents and central targets. As expected, the different types of SG neurons exhibited various combinations of gene expression (Fig. 7b–d, Supplementary Fig. 9). For instance, several genes of the Eph-Ephrin families (*Ephb1/3*, *Epha8*, *Efna1/5*, *Efnb1*) were particularly enriched in type II neurons, likely participating in the intricate growth of their projections within the OHCs area (Fig. 7a, b). 

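Of the 22 Eph receptor and ephrin genes tested at P3, 10 differed between type II and type I, with 8 higher and 2 lower in type II. *Efna5*, on chromosome 17 of GRCm38 from 62604184 to 62881317, was at 848 ± 142 CPM in type II and at 8.67 ± 0.648 CPM in Ia, 13.1 ± 6.68 CPM in Ib and 24.2 ± 10 CPM in Ic (SD, n = 2 plates). For *Efna5* this is a log2 fold change of 5.96 (standard error 0.17, adjusted p = 2.89e-05). *Efna1* was at 31.1 ± 27.2 CPM in type II (log2 fold change 2.56, adjusted p = 0.0462), *Efnb1* at 18.5 ± 1.87 CPM (1.90, adjusted p = 0.0139) and *Epha8* at 36.2 ± 20.8 CPM (1.27, adjusted p = 0.0391). *Ephb1* was at 126 ± 12.8 CPM in type II and between 53.8 and 76.6 CPM in type I (0.92, adjusted p = 0.00386). *Ephb3* was at 123 ± 50.2 CPM in type II and also high in Ic, at 84.4 ± 0.952 CPM, against 30.4 CPM in Ia and 26.5 CPM in Ib (1.55, adjusted p = 0.00245). The paper proposes that these molecules take part in the growth of type II projections among the outer hair cells.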

Interestingly, several members of the cadherin, proto-cadherin and contactin cell surface molecules, which are critical in the control of synaptic partner specificity, displayed very distinct expression profiles across the four populations of neurons^41^ (Fig. 7b). 

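At P3, 10 of 89 cadherin and protocadherin genes differed between type II and type I, with 7 higher and 3 lower in type II. Of 11 contactin and contactin-associated (*Cntnap*) genes taken as 1 family, 7 differed, with 1 higher and 6 lower. DESeq2 called 20 cadherin and protocadherin genes, of which 9 were higher, so the direction of that family was not the same under both tools. It called 8 contactin and *Cntnap* genes, of which 7 were lower. Among the subclasses of type I, 1 cadherin or protocadherin gene was past the threshold in each of Ia, Ib and Ic. Of the contactin and *Cntnap* genes, only *Cntnap2* was past it, in Ic.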

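At P3, *Cdh7* was at 17.4 ± 7.75 CPM in Ib and 3.02 ± 0.966 CPM in Ia, 3.22 ± 2.81 CPM in Ic and 7.41 ± 9.81 CPM in type II (SD, n = 2 plates). *Cdh8*, on chromosome 8 of GRCm38 from 99024471 to 99416471, was at 14.5 ± 2.34 CPM in Ib, 2.4 ± 1.25 CPM in Ia and 0.327 ± 0.398 CPM in Ic. *Cdh9*, on chromosome 15 from 16728756 to 16857094, was at 136 ± 2.34 CPM in Ia and 168 ± 44.6 CPM in Ic, against 15.5 ± 2.7 CPM in Ib and 78 ± 91.9 CPM in type II. None of the Ib contrasts was past the threshold, with log2 fold changes of 2.75 (adjusted p = 0.782) for *Cdh7*, 4.48 (adjusted p = 0.172) for *Cdh8* and -3.31 (adjusted p = 0.235) for *Cdh9*. They were 2.51 (adjusted p = 0.121), 4.47 (adjusted p = 0.0184) and -3.29 (adjusted p = 0.000168) with sums of at least 5 cells, which drops a type II sum and no type I sum. *Cdh4* was at 70.4 ± 20 CPM in type II, 51.9 ± 0.41 CPM in Ic and 47.4 ± 11.9 CPM in Ib. *Cdh13* was at 63.5 ± 40 CPM in type II and 13.5 ± 1.54 CPM in Ic. Their log2 fold changes in type II were 0.86 (standard error 0.19, adjusted p = 0.029) for *Cdh4* and 4.11 (standard error 1.06, adjusted p = 0.0447) for *Cdh13*.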

In the cadherin family for instance, *Cdh7* and *8* were enriched in type Ib, *Cdh9* in types Ia and Ic and *Cdh4* and *13*, in type II neurons. For those categories of molecules, their relative levels of expression in different neighboring cells can generate discrete, local synaptic connection patterns. Thus, their interactions between synaptic partners could participate in the correct matching of each afferent types with particular cellular domains of HCs and efferent endings during development^42–44^.

**Fig. 7:**
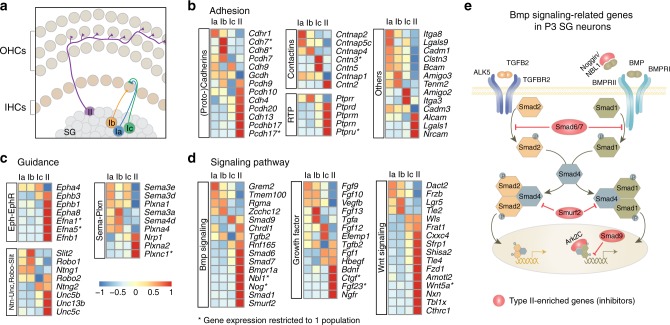
Functional signature of neonatal SG neuron types. **a** Schematic illustration of the mature connection pattern of auditory afferents with HCs. A single type II afferent travels through the OHCs area and receives synaptic inputs from several OHCs. A single-IHC makes synaptic contact with several type I neurons. Ia and one Ic afferent contact the pillar side, and Ib afferent contact the modiolar side of IHC. **b**–**d** Differential expression of adhesion-related genes (RTP, receptor tyrosine phosphatase), of guidance molecules and of genes linked to key signaling pathways including Bmp signaling, Wnt signaling, and growth factors among SG neurons at P3 (see also Supplementary Fig. 9). **e** Schematic illustration of the Bmp signaling using gene expression data from P3 SG neuron types. Note in red the type II enriched expression of genes coding for inhibitory proteins of the Bmp signaling

We also found that whereas all SG neurons expressed the machinery necessary for the activation of the TGFB signaling, many inhibitory modulators of this pathway (*Smad6*, *Smad7*, *Nog*, *Nbl1*, *Smad9*, *Smurf2*) were particularly enriched in the type II neurons, arguing for a specific role of this signaling only in type I neurons (Fig. 7d, e). 

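In P3 type II neurons, *Nog*, on chromosome 11 of GRCm38 from 89300638 to 89302332, was at 111 ± 18.7 CPM and in the type I subclasses at 0.678 ± 0.176, 0.196 ± 0.203 and 12.1 ± 0.187 CPM for Ia, Ib and Ic (SD, n = 2 plates). *Nog* had a log2 fold change of 6.59 (standard error 0.41, adjusted p = 0.000235). *Nbl1* was at 59.7 ± 4.58 CPM in type II and at no more than 3.1 CPM in type I (5.77, standard error 0.44, adjusted p = 0.00047). *Smad6* was at 12 ± 1.97 CPM (5.01, adjusted p = 0.00534), *Smad7* at 25.2 ± 17.5 CPM (1.28, adjusted p = 0.0277) and *Smurf2* at 73.6 ± 0.0827 CPM (1.30, adjusted p = 0.00494) in type II. *Smad9* was at 40.2 ± 5.82 CPM in type II and 46.5 ± 15 CPM in Ic, and its difference from type I was not past the threshold (0.51, standard error 0.24, adjusted p = 0.211). From the enrichment of these inhibitors in type II, the paper argues for a role of TGFB signaling in type I neurons.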

More generally, each of the major signaling pathways manifested differential expression amongst SG neuron types, highlighting their potential contribution to the characteristic connection patterns and physiological properties of each cell type.

Altogether, our results provide an extensive set of differentially expressed genes among neonatal SG neurons that will help future investigations of the molecular programs that control the diversification and connection patterns of SG neuron types.

## Discussion

Despite evidence supporting physiological diversity of primary auditory neurons, their molecular identification and thus the study of their individual function in the neuronal encoding of the distinct properties of sounds has remained unresolved. Using unbiased single-cell RNA profiling, morphological, and physiological analyses, we provide evidence for molecularly distinct types of auditory neurons in the cochlea as well as an extensive resource for future studies in hearing research.

Our results identified four distinct types of adult SG neurons, including three novel subclasses of type I neurons (Ia, Ib, and Ic neurons) and the type II neurons, which can be distinguished based on unique and combinatorial molecular profiles. These four types of SG neurons exist at birth, which strongly suggests that initial neuronal diversification in the cochlea is established by molecular processes independent of neuronal activity or sensory experience.

We found that a comprehensive analysis of the combinatorial expression of genes involved in neuronal transmission reveals a specific molecular profile of each neuron type that underlies their unique transcriptional signature of input/output communication. These particular profiles agree with well-studied physiological properties of SG neurons, such as their metabolic status, preference for AMPA-mediated or kainate-mediated synaptic transmission or their expression of various VGICs or receptors to efferent-derived neurotransmitters and neuromodulators^2,16,18,25^. They further extend the molecular characterization of SG neurons but also, more important, they provide an extensive cell to cell phenotype that can be used to predict or confirm physiological features.

For instance, the transcriptome of type II neurons suggests that they would be part of a particular response to a local stress (Fig. 2b), which is consistent with their activation by ATP and closure of K_v_7 potassium channels induced by damage of the organ of Corti^10,11^. Interestingly, our data show that amongst K_v_7 channels and purinergic receptors (P1, P2X, and P2Y receptors), only *Kcnq2* (K_v_7.2) and *P2rx4* (P2X4) and to a lesser extent, *P2rx7* (P2X7), which both code for ATP-gated ion channels (P2X receptors), are expressed in adult type II neurons (Supplementary Data 1). On the other hand, P2Y receptors, which are metabotropic and can be activated by ATP or UTP, have been shown to be upregulated in all SG neurons following noise trauma^45^. 

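In adult type II neurons *P2rx4* was at 45.3 ± 47 CPM (SD, n = 2 plates, log2 fold change 0.21, adjusted p = 0.818) and *P2rx7* at 53.3 ± 45.4 CPM (2.25, adjusted p = 0.262). By plate, *P2rx4* was at 78.6 CPM at P17 and 12.1 CPM on the second P21 plate, and *P2rx7* at 21.2 and 85.3 CPM in the same order. Of the other purinergic receptor genes, *P2rx6* was at 7.17 and 14.7 CPM, *Adora1* at 4.37 and 24.1 CPM, P2ry2 at 7.8 and 107 CPM and P2ry10 at 0 and 67.2 CPM, and these genes were chosen after their values were seen. The 2 cells of the second P21 plate had no read of *Prph*, *Th* or *Plk5*, so their values need not be those of type II neurons. *P2rx6* was higher in type I, at 103, 105 and 96.6 CPM in Ia, Ib and Ic (-3.31, adjusted p = 0.000188).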

P2Y receptors activation can regulate the excitability of neurons via the inhibition of the M-current, which is mediated by members of the K_v_7 channels and reduces neuronal excitability^46–49^. Thus, this suggests a two-step activation mechanism of type II neurons following noxious noise exposure: a first through glutamate (via AMPA/Kainate receptors) and ATP (via P2X receptors) released from OHCs and the damaged organ of Corti, respectively, and a second (likely delayed) by inactivating K_v_7.2-mediated M-current and thus sensitizing type II neurons through a specific UTP–P2Y metabotropic pathway. Interestingly, we also discovered that while serotonin is expressed in both the lateral and medial efferent systems^50^, only the type II neurons express receptors for serotonin (*Htr2c* and *7*, coupled to G_q_/G_11_ and G_s_, respectively), suggesting a third mode of type II neurons excitation or sensitization by serotonin receptor activation (Supplementary Fig. 10).

The diversity of type I SG neurons has been described for decades, with cells showing distinct connection pattern and firing properties^5,8,9,24,33,34,51^. So far however, the cellular and molecular mechanisms proposed to underlie these differences involved variation in ribbon size at the IHC-afferent synapse, pre-synaptic specialization at the IHC active zone or the patterns of lateral efferents innervating the post-synaptic bouton of auditory afferents^34,52,53^. Although these mechanisms could exert significant roles on the sensitivity differences among auditory afferents, our data demonstrate the existence of three genetically distinct subclasses of type I neurons that could reflect specific coding of the vast range of intensity levels the auditory system processes^5^. Their molecular profile, connection and electrophysiological patterns strongly suggest that the Ia and Ic populations represent the LT auditory afferents while the Ib type, the HT afferents. Several observations support this hypothesis. First, peripheral projections of Ib and of both the Ia and Ic afferents travel separately to innervate the modiolar and the pillar sides of IHCs, respectively, a segregation previously associated with the different threshold sensitivities of the auditory afferents^1,2,8,33,34^. Second, the Ib neurons display a wide range of accommodation and spiking rates, which has been previously described and could provide a cellular substrate to encoding various stimulus intensities^24^. Third, *Kcnc2* (K_v_3.2), whose expression and function characterize neurons capable of sustained or repetitive firing^23,30^, is uniquely and variably expressed in the Ib population and might thus contribute to the molecular setting that controls the various firing patterns of Ib neurons. Finally, the proportion of Ib neurons increases in the cochlea of the rat (Supplementary Fig. 11) which, as the cat and macaque monkey, shows finer sensitivity in detecting intensity changes compared to mouse^54^. This could suggest that the more HT SG neurons, the finer sensitivity to intensity changes. Together, our results are thus consistent with the general idea of distinct specialized populations of SG neurons that would provide a neuronal substrate to process sound intensity information^5,8,33,34,51^. Moreover, they suggest that, similarly to what has been shown in the visual system^55^, within a particular neuronal population (i.e., Ib neurons), the continuum of variable biophysical properties of neurons could in fact be genetically determined so that specific groups of few neurons would be tuned to a particular range of intensities. This also supports future work aimed at validating in vivo the physiological role of Ib neurons in sound intensity coding and at resolving whether the Ia and Ic populations represent two functionally distinct populations or reflect certain local environment.

Overt hearing loss and self-perceived hearing handicap, which includes speech-in-noise recognition disabilities, tinnitus, and hyperacusis are often associated with degeneration or dysfunction of auditory afferents. Moreover, recent work showed that HT SG neurons are more vulnerable to loud sound^56,57^, and suggested that a progressive HT neuropathy might represent an important contributor to the hearing handicap observed with ageing^58^, highlighting a selective vulnerability of HT SG neurons. Our comprehensive transcriptomic characterization of the four types of SG neurons will thus facilitate comparative analysis of homologous cell types with other species, but also linking gene expression to cellular function and auditory perception as well as their alteration with hearing disorders. In this context, future studies will be needed to also identify the dedicated output neurons and associated ascending circuits needed to process centrally the peripheral information encoded by each individual SG neuron type.

## Methods

### Mouse strains

Wild-type C57BL/6 mice were used unless specified otherwise. *Rosa26*^*TOM*^ (Ai14, Stock No: 007914, C57Bl/6 background), *PV*^*Cre*^ (Stock No: 017320, C57Bl/6 background), mice were ordered from The Jackson Laboratory. *EphA4*^*GFP*^ (Stock No: 011107-UCD, mixed Swiss Webster and C57bl/6 background) was ordered from MMRRC. *Brn3a*^*CreERT2*^ (mixed 129Sv and C57BL/6 background, from CCTEC, Cornell) mice was described elsewhere^59^. Animals were group-housed, with food and water ad libitum, under 12-h light–dark cycle conditions. All animal work was performed in accordance with the national guidelines and approved by the local ethics committee of Stockholm, Stockholms Norra djurförsöksetiska nämnd. Animals were killed when reaching a score of 0.3 on Karolinska Institute’s extended health assessment list. Animals used for this study were of either sex for postnatal experiments, and males from P17 onwards.

### Tamoxifen-induced sparse labeling

Tamoxifen induction of *Brn3a*^*CreERT2*^;*Rosa26*^*tdTOM*^ mice was performed by single intraperitoneal injection of 2 mg per 25 g.bw into P21 mice. Mice were harvested at P30, and efficiency of recombination was analyzed using immunostaining for RFP and calretinin (Ia and Ic neurons) and in situ hybridization for *Lypd1* (Ib neurons) on spiral ganglion sections. The degree of recombination in spiral ganglion neurons was very low and variable between animals and litters. Only animals showing a recombination efficiency of about 25% within the Ib population of cochlear neurons were considered for analysis. In these animals, ~94% of RFP^+^ recombined type I neurons were Ib neurons, confirming the specificity of our sparse labeling strategy for the Ib afferents.

### Single-cell isolation

Spiral ganglia were dissected and collected in Leibovit’z L-15 medium (Life technologies) on ice. Then the spiral ganglia (SG) were incubated in papain–DNAse solution (1.5 ml of papain at 1 mg ml^−1^, 0.5 ml of DNAse at 0.1%) for 35 min (for P3 samples) or 25 min (for Adult samples) at 37 °C, shaking at 700 RPM. After spinning down the samples at 400 RCF for 10 min, the supernatant was removed and replaced by Dulbecco’s modified Eagle’s medium (DMEM) F-12 (Life technologies). SG were physically triturated using three different sizes of pipettes previously coated with 0.2% bovine serum albumin until the solution homogenized. The cell suspension was then filtered through 70 μm cell strainer (BD Biosciences) to remove clusters of cells.

### Fluorescence-activated cell sorting

Single Tomato or GFP positive cells were sorted by FAC sorting into individual wells of 384-well plates containing lysis buffer. Plates containing single cells were frozen immediately on dry ice and stored at −80 °C. We used six animals (12 cochleae) per experiment.

### Cell culture

After centrifugation of the single cells, pellets were reconstituted in 1 ml of culture media [Neurobasal-A, supplemented with 2% B27 (v/v), l-glutamine 0.5 mM, penicillin 100 U ml^−1^; Invitrogen] complemented with 10 ng µl^−1^ of BDNF and NT3 (Sigma-Aldrich) and 10% of fetal bovine serum. Cells were plated on square glass coverslips previously coated with poly-d-lysine and laminin (Nordic Biosite). SG neurons were cultured for 48 h to allow the detachment of Schwann cells from neuronal cells and the culture media were changed every 24 h.

### Single-cell RNA sequencing

Smart-Seq2 protocol was performed on single isolated cells by Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm. The protocol was described previously^60,61^. A total of 487 adult SG neurons were isolated from *PV*^*cre*^,*R26*^*TOM*^ mice and for P3 stage, a total of 478 SG neurons were isolated: 359 from *PV*^*cre*^,*R26*^*TOM*^ mice (P3, sample A), and 119 SG neurons, from *EphA4*^*GFP*^ mice (where GFP expression is labelling all SG neuron types without distinction at P3, see Supplementary Fig. 7) (P3, sample B). 

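With at least 5000 genes per cell at P3, 375 of the 384 wells of the plate from *PV* Cre;*R26* TOM mice and 126 of the 384 wells of the plate from *EphA4* GFP mice were kept, 501 cells in all. Of the 126 cells from *EphA4* GFP mice, 124 had a read of the eGFP entry in the count table, and none of the cells of the other plates had one. Kept cells of both plates had a median of 8939 and 9202 genes detected.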

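In sample A, 107 cells were Ia, 92 Ib, 115 Ic and 16 type II, and in sample B 41 were Ia, 50 Ib, 20 Ic and 4 type II. The shares of Ib were 27.9% and 43.5% and those of Ic 34.8% and 17.4% in samples A and B, a larger gap between plates than between the ages. Reads of 15 glial genes took more than 1% of the reads in 39.2% of the cells of sample A and 58.7% of those of sample B. The contrast of a subclass or of type II was taken within each plate, so a shift of a whole plate did not enter it.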

RNAseq data from sample A and B were indistinguishable and were therefore merged to increase the sample size.

### Electrophysiological recordings

Recordings were made from neuronal somata at room temperature. Neurons were obtained from P21 to P25 *PV*^*Cre*^;*R26*^*TOM*^ mice. The bath solution was composed of (in mM): 125 NaCl, 25 glucose, 25 NaHCO_3_, 2.5 KCl, 2 CaCl_2_, 1.25 NaH_2_PO_4_, 1 MgCl_2_ and saturated with 95% oxygen and 5% CO_2_. Cells were visualized using IR-DIC microscope (Olympus, TYO, Japan) and digital camera. Tomato-expressing PV^+^ cells were identified by switching from infrared to epi-fluorescence mode using a LED source and LED control module (Mightex BioLED, CA, USA). Patch pipettes with resistances of 6–10 MΩ were pulled with Flamming/Brown micropipette puller P-1000 (Sutter Instruments Co, Novato, CA) and filled with intracellular solution containing (in mM): 130 K-gluconate, 5 KCl, 10 HEPES, 10 Na_2_-Phosphocreatine, 4 ATP-Mg, 0.3 GTP-Na and with pH adjusted with KOH to 7.3 and osmolarity: 288 mOsm l^−1^. Liquid junction potential was not corrected for. Recordings were performed with pipette capacitance and access resistance compensated throughout the experiment. Acceptable current-clamp recordings had to meet the following criteria: low noise level, stable membrane potential, and overshooting APs (magnitudes of ≥60 mV from baseline) and access resistance below 20 MΩ. If any of these parameters changed during an experiment, the remaining data were not further analyzed. Recordings were amplified using multiclamp 700B amplifiers (Molecular Devices, CA, USA), filtered at 2 KHz, digitized (10–20 KHz) using ITC-18 (HEKA Elektronik, Instrutech, NY, USA), and acquired and analyzed with Igor Pro (Wavemetrics, OR, USA). Remote control SM7 system (Luigs Neumann, Germany) was used to control manipulator, read, and save *XYZ* coordinates of recorder cells in the dish for later identification.

### Stimulation protocols

The intrinsic electrical properties were determined by a series of hyperpolarizing and depolarizing somatic current injection protocols, during whole-cell patch-clamp recordings, designed to capture their key active and passive electrical properties. All recordings were carried out in current-clamp mode and because dependency of the accommodation rate on the holding membrane potential was not observed at this post hearing stage, all cells were recorded at −70 mV. Several parameters were obtained from recorded cells**:** resting membrane potential was measured at the onset of whole-cell recording. IV (the current–voltage relationship) was extracted by a series of subthreshold current injections with addition scaling factor multiplying steps accordingly to resistance and rheobase to obtain optimal resolution for each cell*. Input resistance* for steady state was calculated as the slope of the regression line fit to steady-state membrane potential responses to −5 pA current injection from rest. Voltage threshold for evoking action potential (AP) was measured as the value of the membrane potential at which its first derivative (d*V*/d*t*) crossed 10 mV s^−1^ in response to step depolarization from resting potential and rheobase was the minimal depolarizing current to reach threshold and elicit an action potential. Membrane time constant was determined by fitting the decay phases of hyperpolarizing pulses to an exponential function. AP max: maximal number of AP elicited in response to 200 ms lasting suprathreshold step current reaching three times stronger current than rheobase. Inter-spike interval (ISI): measured as the difference in time between the onsets of the first two APs. Parameters assessed included also action potential waveform AP duration: average time for the first AP from onset to the same voltage during offset. AP onset: defined as the time near the voltage inflection when the voltage changes more than 0.5 mV within 50 µs. AP latency: time from the threshold to peak of the AP. AP duration half-width: average time for the first AP from half amplitude to the same voltage during offset. Sag, the response to a hyperpolarizing current step: was measured as the difference between exponentially extrapolated voltage and steady-state voltage and analyzed to reveal the existence of hyperpolarization-dependent inward currents. Slow after-hyperpolarisation (s-AHP): measured following rapid discharge. Fast AHP: amplitude from first AP onset to minimum voltage. Rectification index for steady state (or peak) IV: change in input resistance at steady-state (or peak) voltage.

### Immunohistochemistry and in situ hybridization

All data are from P21 mice, unless specified. Cochleae were fixed in 4% paraformaldehyde, O/N (for in situ hybridization) or 2 h (for immunohistochemistry) at 4 °C. After fixation, cochleae older than P10 were incubated in decalcification cocktail (fresh 5% EDTA, 0.4% paraformaldehyde in PBS) O/N at 4 °C. Cochleae were then incubated in 30% sucrose O/N at 4 °C. Finally, half of the sucrose solution was replaced by optimal cutting temperature (OCT) compound for ON, rolling at 4 °C. Specimens were then mounted in OCT and sectioned at 14 µm. RNA in situ hybridization experiments were performed using RNAscope®, an RNA in situ hybridization technique described previously^62^. Paired double-Z oligonucleotide probes were designed against target RNA using custom software. The RNAscope® Reagent Kit (Advanced Cell Diagnostics, Newark, CA) was used according to the manufacturer’s instructions (kit version 1). Frozen fixed tissue sections were prepared according to manufacturer’s recommendations. Each sample was quality controlled for RNA integrity with a probe specific to the housekeeping gene *Ppib*. Negative control background staining was evaluated using a probe specific to the bacterial *DapB* gene. The probes used in this study are summarized in Supplementary Table 2. For immunohistochemistry, sections were permeabilized, blocked and incubated O/N at 4 °C with 0.5% Triton X-100, 10% normal donkey serum (Fischer Scientific) and the appropriate concentration of primary antibodies in PBS, followed by three rinses in PBS and labeling with AlexaFluor-conjugated secondary antibodies (1:500, Invitrogen) in 0.5% Triton X-100, 10% normal donkey serum in PBS for 2 h at room temperature. Sections were then washed three times in PBS and mounted with fluorescent mounting medium (Dako). For Runx1 staining, cryostat sections were permeabilized with 1.5% Triton X-100 for 2 h, followed by three washes with PBS and incubated with primary antibody in 0.3% Triton X-100/3% normal serum in PBS for 72 h at 4 °C, three washes in PBS and incubated with primary antibody in 0.3% Triton X-100/3% normal serum in PBS for 3 h at room temperature and then overnight at 4 °C.

### Quantification of the neuronal fibers

Whole mount cochlea were stained by using calretinin (CR) to target Ia/c fibers and parvalbumin (PV) for all type I fibers underneath the IHCs. For each cochlea, three areas with seven IHCs per area from mid-basal levels were imaged (Z-stacks through the organ of Corti) and analyzed. The organ of Corti was 3D reconstructed, and the baso-apical orientation of the IHCs was assessed by using the stereocilia of the apical region of the IHCs as landmarks. The IHC side facing the OHCs was considered as the pillar side, and the IHC side facing the SG neurons, the modiolar side. Each Z-stack section was analyzed using ImageJ, first by defining the area of interest (below the IHCs). Automated selection of the immunostained area for either PV or CR positive fibers was done using “analyze particle” in ImageJ and measured.

All sections were imaged using a Zeiss LSM 700 confocal microscope. Antibodies used, together with their concentration, source and catalog number are summarized in Supplementary Table 1.

### Statistical analysis of imaging data

Statistical analysis was performed using GraphPad Prism. For neuronal counting and soma area quantifications in cochlea sections, we used ImageJ software. ABout 6–8 randomly selected sections per animal (for basal, medial and apical region) from at least three different animals were used for quantification. The results are shown as mean ± SEM. as indicated in figure legends. The statistical test performed is reported in the figure legend. *t*-tests were two-sided. Legend for significance: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. No animals or data points were excluded from the analyses. No statistical methods were used to pre-determine sample size but our sample size are similar to those generally employed in the field. Randomization was used whenever possible.

### Single-cell RNAseq data analysis

P3 and adult data were analyzed with the same pipeline, though with minor differences in the parameter settings. Here we describe the analysis of adult data specifically. The raw data of single-cell RNA sequencing were processed with standard pipeline by Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm. Most of the downstream analysis was done using R software package Seurat v2.0 (https://github.com/satijalab/seurat; http://satijalab.org/seurat/).

Considering the distribution of genes identified in every cell, we selected cells with at least 5000 (P17 and P21 data) or 6000 (P33 data) unique genes detected for downstream analysis. This step removed empty wells and low-quality cells, leaving 316, 137, 34 cells for P17, P21, and P33 data, respectively. 

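Of 322 wells on the P17 plate, 380 on the first P21 plate, 383 on the second and 369 on the P33 plate, those not kept had medians of 405, 3, 3 and 23 reads. Kept cells had a median of 8790 genes detected at P17, 9236 and 9656 on the P21 plates and 8362 at P33. A minimum of 6000 genes on every plate left 478 adult cells, a minimum of 4000 left 502, and counting a gene as detected from 2 reads left 480. More than 1% of the reads came from 15 glial genes in 24.4% of the P17 cells, 13.6% and 16.1% of the P21 cells and 2.94% of the P33 cells.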

Genes expressed in less than three cells were also removed from analysis. To be able to integrate different data sets, we used a global normalization strategy incorporated in SEURAT package to make the data comparable between different cells and between different SMART-seq2 runs. The gene expression measurements within each cell were scaled by a constant factor 10,000, then natural-log transformed. This generated a new gene expression matrix $$y_{i,j}{\mathrm{ = log}}(\frac{{x_{i,j}}}{{Z_j}} \ast 10,000)$$, where *x*_*i,j*_ is the count of gene i in cell j and *Z*_*i,j*_ is the total counts of all genes in cell j.

We calculated the dispersion (ratio of variation to mean) of genes and selected those highly variable genes from each data set. The variable genes were used for alignment of different data sets. We also regressed out the cell–cell variation in gene expression driven by “percent.mito (the percentage of mitochondrial gene content)” using ScaleData function.

To reveal the shared sources of biological variation in order to identify common subpopulations across different stages, we used the integration tool for single-cell RNAseq data sets provided by Seurat package version2.0. This tool has shown better performance over other benchmarking alignment and batch correction tools, e.g., limma, ComBat^63^. It comprises Canonical Correlation Analysis (CCA) which is a method of inferring relationship from two matrices. Given two groups of cells X = (*X*_1_, *X*_2_,…, *X*_*m*_) and Y = (*Y*_1_, *Y*_2_,…, *Y*_*n*_), and if there were correlations among them, the analysis would determine a set of canonical variates (CVs, referred to as CCs in Seurat package), storing linear combinations of *X*_*i*_ and *Y*_*j*_ which have maximal correlation with each other. Then CCs could be used for downstream analysis, including *t*-distributed stochastic neighbor embedding (*t*-SNE) and subtype clustering. We started with aligning P17 and P21 data together. Using a union of most variable genes from both data sets as the input for CCA, we selected the first ten CCs to approximate all CCs which project both data sets into the maximally correlated subspace. Then we added P33 data into the union of P17 and P21 data, repeated the CCA and selected the first nine CCs to align the CCA subspaces. As such, all cells from different stages were integrated together.

In order to obtain an overview of heterogeneity in the integrated adult data, we ran function RunTSNE using the first 9 CCs to visualize cells in the two-dimensional space and used function FindClusters (resolution = 1) to identify clusters of cells.

To identify differentially expressed genes in each cluster, we used likelihood-ratio test^64^ implemented in function FindMarkers. The parameters “min.pct = 0.1” and “thresh.use = 0.1” are chosen to select genes expressed in more than 10% of cells and with average expression level over 0.1 (normalized data) in the given cluster. The genes were ranked by *P*-value from low to high, with lower *P*-value indicating more differentially expressed genes.

### Gene Set Enrichment Analysis visualized by network

Top 500 of type I SG neurons or type II SG neurons specific genes were used as input for GSEA using Cytoscape^65^ and its plugin Bingo^66^. The most up-to-date gene ontology file “go-basic.obo” and gene association file “gene_association.mgi” were downloaded directly from Gene Ontology Consortium website instead of using Bingo’s default ontologies or associations. The following evidence codes were discarded from analysis: IEA (inferred from electronic annotation), ISS (inferred from sequence similarity).

Significant GO terms (*P*-value < 0.05, corrected using Benjamini & Hochberg False Discovery Rate (FDR) correction) were used as input for Cytoscape’s plugin EnrichmentMap to generate a network where mutually overlapping gene sets cluster together. Following parameters were used: *P*-value cutoff 0.001, FDR *Q*-value cutoff 0.05, similarity cutoff with Jaccard coefficient 0.25.

Genes which were differentially expressed in at least one but not all SG neuron types were pooled together (Supplementary files). We retrieved the genes annotated with specific GO terms (Supplementary Table 3) and showed expression of them in different SG neuron types by heat map.

### Comparison between P3 and adult

The average gene expression of SG neuron types at P3 and adult were used to compute Pearson’s correlation coefficient. Differentially expressed genes between P3 and adult were identified using Wilcoxon rank sum test. *P*-value and log fold change of genes were used to compute the volcano plots. We have compared the volcano plots obtained using the *P*-values with those using the multiplicity adjusted *P*-values and found no difference in the results (genes differentially expressed between P3 and adult in the neurotransmission-related category of genes). The *P*-value for all volcano plots are shown in the Fig. 6 to keep the consistency between all neuronal subclasses, since the type II subclass has only seven cells in our data set, and multiplicity adjusted *P*-values cannot be applied for this group.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Data Availability

The accession number for the data used in this article is GEO: GSE117055 . Expression profile of any genes among SG neuron types can be visualized at: http://ki.se/en/neuro/lallemend-laboratory. Data that support the findings of this study are also available from the corresponding author upon request. The authors declare that all data supporting the findings of this study are available within the manuscript or its Supplementary Files or are available from the corresponding author upon reasonable request.

# Supplementary material for: Neuronal heterogeneity and stereotyped connectivity in the auditory afferent system
**Source:** Nat Commun. 2018 Sep 12;9:3691. doi: 10.1038/s41467-018-06033-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Adult genetic markers expression profile of SG neurons.

**File Name:** Supplementary Data 2

**Description:** Adult markers of SG neurons subtypes.

**File Name:** Supplementary Data 3

**Description:** P3 genetic markers expression profile of SG neurons.

**File Name:** Supplementary Data 4

**Description:** P3 markers of SG neurons subtypes.

How the deposited data were processed for this re-analysis (not part of the article)

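Single-cell RNA of sorted mouse SG neurons was measured with Smart-seq2 on 6 plates: 4 adult plates (1 at P17, 2 at P21 and 1 at P33) and 2 plates at P3. The authors deposited raw read counts per gene and well, made with the standard pipeline of the sequencing facility, as the methods state. The aligner, the counting tool and the genome build are not stated in the paper or the labels. The values are whole numbers whose totals differ between wells, and wells that fail the paper's filter are included. Each table had 24490 gene lines with 23998 distinct names. In the adult tables, 2442 names had been changed by R and 27 had been turned into dates, and all were matched by position to the P3 tables. The tables held 0 genes of the mitochondrial genome and 0 spike-ins, so regression on the mitochondrial share, which the methods list, could not be done. One line was eGFP, with reads in 124 of the 126 cells kept on the P3 EphA4GFP plate.

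Cells with at least 5000 genes detected were kept, or 6000 on the P33 plate, as in the methods; for P3 no minimum is given there and 5000 was used. This kept 316 cells at P17, 81 and 56 on the P21 plates, 34 at P33, and 375 and 126 at P3. No doublet caller was run, since single cells were sorted into wells. Cells were clustered by stage in Seurat 5.3 after scaling to 10000 counts, with 2000 variable genes, CCA integration of the data sets, 9 dimensions, 10 neighbours and resolution 1. The genes named in the paper's text, the families reported and genes related to glia were left out of the features, 1586 genes in the adult and 1119 at P3, so that the genes compared did not define the clusters. Clusters were named from 15 marker genes per type, taken from the paper's marker tables and absent from its text and the families. A cluster took a type when at least 12 of these were up, at least 3 were detected in as many of its cells as not or more, and its mean score was over 2 times that of the next type. Its top 10 genes had to hold no more markers of another type than of its own, and a cluster of shallow cells with none of its own took no type. For the top genes, markers named in the paper's text counted too. These details of the naming rule were fixed after the data had been seen, and an alternative names every cluster by its highest score. The rule left 31 adult cells and 56 P3 cells without a type.

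Cells are not independent replicates, so counts were summed over the cells of 1 type on 1 plate, and sums of fewer than 2 cells were left out. Sums held between 1274548 and 90130843 reads. The depth gives a small counting error for abundant genes, and the number of plates limits the precision. The adult type II sums come from 8 cells at P17 and 2 cells on the second P21 plate. The quasi-likelihood test of edgeR 4.0 was used with TMM factors, its filter on low counts and the plate as a block, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Type II was set against the mean of Ia, Ib and Ic, and each type I subclass against the mean of the others. Adult and P3 plates were compared within each type, where plate and age cannot be separated. Counts of genes between types leave out the clustering features. Levels are CPM computed from the deposited counts with TMM factors. The subunits of the respiratory chain and ATP synthase stood in for the metabolic ontology term, for which no ontology was at hand, and were tested with fry of limma 3.58. Correlations of adult and P3 types are Pearson values over the genes of the paper's marker tables, 2185 in both together, on mean counts per 10000 with equal weight per plate. Type shares were compared by an exact permutation test over plates. Positions are those of GENCODE M21 on GRCm38, found by gene symbol; 164 of 165 symbols were matched.

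The genes named in these passages are those the paper's text names for the single-cell data, whose values in its tables count as seen. Some genes that this rule takes in are not reported here. To these were added the 3 largest rises and falls of each type between P3 and adult, among genes past the threshold with a mean of at least 10 CPM in the higher group and no overlap of plates. The leading member of each family in each direction was also named. Families were taken by gene symbol, so they also hold auxiliary subunits, such as *Cacng* and *Kcnip* genes, and *Cntnap* genes beside the contactins. Genes outside this rule are said to have been chosen after their values were seen.

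The alternatives were DESeq2 1.42, RLE factors, no plate block, mean CPM per cell with limma, both ages in 1 fit, no filter on low counts and sums of at least 1 or 5 cells. Further ones were other clusterings, other minimums of genes, leaving out each plate in turn, and for the correlations other scales, weights and gene sets. The tests were run on data simulated from the real means and library sizes, in which 200 genes changed by 4-fold. In the adult, edgeR recovered 25% of them for type II, 42% for Ia, 41.5% for Ib and 51% for Ic. False calls made up 2%, 3.4%, 2.4% and 3.8% of its calls. At P3 it recovered 57.5%, 57.5%, 58.5% and 57%, with 8%, 9.4%, 11.4% and 4.2% false. Between ages it recovered 53% in Ia, 41.5% in Ib and 44% in Ic, with 7%, 3.5% and 8.3% false, and 0% in type II. With no gene changed, it made 0 false calls in the adult and 1 at P3, for type II. The p-values of fry are approximate and move somewhat with the order in which the sums enter, which was fixed. R 4.3 and Python 3.11 were used.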

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

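The tests in this part that weigh explanations were chosen only after the results were seen, and the patterns are hypotheses.

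On the adult plates, 11 of 163 groups of 4 values had a plate far from the others (6.75%), where chance gives about 1 in 20, and in 7 of the 11 it was the P33 plate. In Ia, *Smad9* was at 61.7 CPM on P33 (others 86.1 to 90.8), *Gabbr2* at 31.7 (60 to 64.1) and the energy genes at 49400 (36000 to 38000). In Ib, *Snap25* was at 18600 CPM on P33 (10600 to 11400) and *Htr7* at 42 (11 to 16.3). In Ic, *Rxrg* was at 205 CPM on P33 (104 to 113) and *Slc17a6* at 28 (55.2 to 58.9). Against the small number of P33 cells as the cause, only 1 of the 6 genes, *Slc17a6*, was inside the range of 1000 random groups of as many P17 cells, so for that gene the number of cells stays open. A shift of the whole plate may be involved: of 864 genes with a plate apart in Ia, P33 was that plate in 77.5%, with 75.4% in Ib and 75.7% in Ic. P33 is also the oldest age and a single plate, so age stays open as an untested biological explanation.

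Other plates stood apart in single values. In Ia, *Drd1a* was at 11.3 CPM on the second P21 plate (others 2.52 to 3.98) and *Runx1* at 134 on P17 (107 to 109). In Ic, *Smad7* was at 3.12 CPM on P17 (0.319 to 0.463). No test was run on these, and no biological explanation was tested. In Ic, *Kcnc2* had reads in 20.3% of cells on P17 and in 0 of 33 cells on the other plates. The number of cells as the reason is argued against, with a two-sided Fisher exact p of 0.00472 over cells, which are not replicates. With at least 10 reads, the cells were 6 of 74 and 0 of 33 (two-sided Fisher exact p = 0.174), so for cells at that level the number of cells stays open. Age and plate stay open as untested.

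For 6 of 49 named genes tested, the difference of type II from type I was unlike at the adult stage and P3 by edgeR, with 2 type II sums at each age. The adult minus P3 log2 differences, with adjusted p for all sums and then without the type II sum of the second P21 plate, were 2.97 for *Pvalb* (1.5e-06, 6.98e-09), -2.42 for *Grin1* (0.000178, 2.11e-05) and 1.81 for *Prox1* (0.0278, 0.0146). They were -0.46 for *Rab3a* (0.0279, 0.00302), -2.16 for *Gria3* (0.0372, 0.0189) and 6.48 for *Npy* (0.0438, 0.00676). The P17 sum is then the only adult type II sum and is assumed to vary like the other groups. This argues against the P21 sum as the whole cause, with a highest adjusted p of 0.0146 for the genes other than *Gria3* and 0.0189 for *Gria3*. The difference of *Gria3* shrank to -1.30, and with sums of at least 5 cells, which also drops a P3 type II sum of 4 cells, its adjusted p was 0.0752. Over all genes, 703 of 15982 differed for type II, and at most 2 for a type I subclass; without that sum there were 1406 for type II and 9, 43 and 162 for Ia, Ib and Ic, of 17411. That sum also moved named genes outside the 6. Without it, the difference of *Vamp1* went from 0.189 to -1.48 and that of *Nsf* from -0.16 to -0.775, while that of *Epha4* shrank from -1.98 to -1.15. The 6 therefore need not be all the named genes that differ. Low *Pvalb* in P3 type II was also weighed against the sort by Pvalb-Cre. It was at 222 CPM on the EphA4GFP plate, where no Cre was used for the sort, and at 106 on the other P3 plate. A sort by Pvalb-Cre keeps cells that have expressed the gene, so it gives no reason for a low level and this comparison decides nothing. Age stays open, as untested apart from plate.

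In 86.9% of the cells kept on the P21 plates, *Xist* was at 20 CPM or more, a gene that the paper does not analyse, while its methods give males from P17 onwards. By plate, *Xist* and Y-linked genes reached this level in 65 and 14 of 81 cells on the first P21 plate and in 54 and 0 of 56 on the second, where 0 allows up to 5.36%. They did so in 13 and 304 of 316 cells at P17 and in 0 and 34 of 34 at P33. RNA from other animals in the wells is argued against, since 0 P21 cells held both. Exchange with a P3 plate is argued against by *Fxyd7*, at 0.142 CPM in Ia on the second P21 plate and at 387 and 509 CPM at P3. Female animals in the P21 experiments may explain it, since Y-linked genes reached the level in only 14 of the 137 P21 cells. Whether sex affects any other result was not tested.

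A cluster of 23 adult cells without a type was led by genes that the paper does not analyse. With resolution 2 it parts into 16 cells with a median of 9.54% glial reads and 7 cells with 0.825%, a division chosen after the values were seen. In the 16 cells, *Mog* was at 4390 CPM and *Mobp* at 4620, against 0.18 and 0.462 in type I cells. RNA from oligodendrocytes may be a source: of a list of 9 oligodendrocyte genes, 8 were at least 10-fold above type I cells, with a median fold of 2710, and 2 are at 10 CPM or more in type I cells too. These cells also held *Snap25* at 4390 CPM, against 11700 in type I. Whether whole cells or their RNA were sorted with neurons stays open, and no biological explanation was tested.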

How the results depend on the processing

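The settings that name every cluster, sums of at least 5 cells for the energy genes, all genes without the second P21 plate for the correlations, and leaving out plates for the type shares were chosen after the results were seen; every other alternative was chosen before the data were examined, while details of the rule that names clusters were fixed after. Of the 219 settings of gene counts, 118 gave a count within 1.5 times that reported and 101 did not. Cells kept moved in none of 27 settings, type sizes in 3 of 56 and the share of *Kcnc2* cells in none of 8. Type shares kept their direction in 48 of 52 settings, and the energy genes their direction and side of the threshold in 13 of 14. Among 236 results for named genes and 4325 settings, 3662 kept direction and side of the threshold, 543 fell short of it, 117 passed it and 3 reversed. A change of sign with neither value past the threshold, in 42 settings, is counted as kept.

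The counts reported are 2133 for adult II, 2 for adult Ia, 26 for adult Ib and 58 for adult Ic, 2081 for P3 II, 4 for P3 Ia, 31 for P3 Ib and 121 for P3 Ic, and between ages 2807 for Ia, 1907 for Ib, 2300 for Ic and 0 for II. DESeq2 gave 4435 for adult II, 614 for adult Ia, 748 for adult Ib, 770 for adult Ic, 3620 for P3 II, 75 for P3 Ia, 240 for P3 Ib, 553 for P3 Ic, 4499 for Ia between ages, 3551 for Ib between ages, 3765 for Ic between ages and 258 for II between ages. RLE factors gave 1 for adult Ia. The fit without the plate block gave 3327 for adult II. Mean CPM per cell with limma gave 3594 for adult II, 0 for adult Ia, 54 for adult Ib, 95 for adult Ic and 0 for P3 Ia. Both ages in 1 fit gave 93 for adult Ib, 132 for adult Ic, 677 for P3 II, 1 for P3 Ia, 6 for P3 Ib and 14 for P3 Ic. No filter on low counts gave 193 for II between ages. Sums of at least 1 cell gave 0 for adult Ia, 10 for adult Ib and 14 for adult Ic. Sums of at least 5 cells gave 44 for adult Ia, 511 for adult Ib, 724 for adult Ic, 47 for P3 Ia, 220 for P3 Ib and 572 for P3 Ic. Clusters from all variable genes gave 33 for adult Ia, 464 for adult Ib, 719 for adult Ic, 0 for P3 Ia and 624 for II between ages. Clusters without CCA integration gave 21 for adult Ia, 268 for adult Ib, 453 for adult Ic, 1 for P3 Ia and 624 for II between ages. Glial genes among the clustering features gave 72 for adult Ib and 129 for adult Ic. Leaving out cells with over 1% glial reads gave 849 for adult II, 0 for adult Ia, 11 for adult Ib, 16 for adult Ic, 967 for P3 II, 1 for P3 Ia, 2 for P3 Ib and 21 for P3 Ic. A minimum of 6000 genes on every plate gave 40 for adult Ia, 532 for adult Ib, 737 for adult Ic, 20 for P3 Ib and 624 for II between ages. Naming every cluster gave 0 for adult Ia, 6 for adult Ib, 12 for P3 Ib and 1205 for Ic between ages. The cause was not tested, except that leaving out cells or plates leaves fewer cells or sums. Adult type II against type I had a median log2 fold change over all genes of -0.36 with TMM, -0.10 with RLE and 0.61 with DESeq2 factors, so directions across many genes are relative to that shift.

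Leaving out cells with over 1% glial reads left 85 P3 Ia cells, 64 P3 Ic cells and 13 P3 II cells. The adult share of Ic was -3.17 percentage points from that at P3, and this reversed to 1.84 without CCA integration, 6.37 without cells over 1% glial reads and 2.4 with every cluster named. The correlations of adult and P3 types were 0.373 for Ia, 0.413 for Ib, 0.335 for Ic and 0.596 for II. Spearman correlation gave 0.691 for Ia, 0.709 for Ib and 0.686 for Ic. All genes of at least 0.1 counts per 10000 gave 0.885 for Ia, 0.881 for Ib and 0.83 for Ic. The same genes without the second P21 plate gave 0.884 for Ia, 0.883 for Ib, 0.824 for Ic and 0.821 for II. The log2 scale gave 0.548 for Ia, 0.577 for Ib and 0.520 for Ic. The mean over all cells gave 0.320 for Ic. The cause was not tested.

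Leaving out each plate in turn gave 91 to 305 for P3 II, 0 each time for P3 Ia, 0 to 1 for P3 Ib, 1 each time for P3 Ic, 800 to 5120 for Ia between ages, 310 to 3913 for Ib between ages, 575 to 4399 for Ic between ages, 0 to 5681 for II between ages, 977 to 6377 for adult II, 0 to 9 for adult Ia, 3 to 300 for adult Ib and 4 to 348 for adult Ic. Where 1 P3 plate is left, it is assumed to vary like the adult plates, which share the fit. A type II sum left alone, by leaving out a plate or by sums of at least 5 cells, is assumed to vary like the other groups. In the adult, type II was lowest without the first P21 plate and highest without P17. Ia was at 0 without the first P21 or the P33 plate and at 9 without the P17 or the second P21 plate. Ib and Ic were lowest without the first P21 plate and highest without the second. Between ages the counts of Ia, Ib and Ic were highest without P33, and that of type II without P17. On leaving out a plate, type shares adult versus P3 Ic ran from -11.9 to 5.56 percentage points, reversed without the P3 PVcre;R26TOM plate. The median log2 fold change of the adult energy genes ran from -1.07 to -0.25, with p from fry of limma between 0.000739 and 0.375, the highest without the P17 plate. With no plate left out, the alternatives gave p from limma between 3.78e-10, with camera, and 0.0306, without the block. The correlations ran from 0.361 to 0.380 for Ia, from 0.389 to 0.433 for Ib, from 0.315 to 0.351 for Ic and from 0.184 to 0.657 for II, with type II lowest without P17. In adult type II against type I, the log2 fold change of *Htr7* ran from -12.19 to 2.72, that of *Prph* from -5.40 to 9.30 and that of *Th* from -2.87 to 13.29 on leaving out a plate. Each was reversed without P17, where type II is left with the 2 cells of the second P21 plate, without reads of these genes, so the fitted values are no estimate of size. No paired analysis was possible because the adult and P3 plates share no replicate numbers. The adult plates hold 34 to 316 cells, and type II has 11 adult cells.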

Differences from the paper's values

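In its methods for comparing the ages, the paper gives 7 type II cells (the paper's value) without naming the stage. They are read here as adult cells, of which 11 were found. Of the alternatives set before the data were examined, a minimum of 6000 genes (9 cells), clusters from all variable genes (10) and clusters without CCA integration (8) bring the number within 1.5 times the paper's. Resolution 2 (11), glial genes among the features (11) and leaving out cells with over 1% glial reads (15) do not, nor does naming every cluster (11), which was chosen after seeing the values.

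The correlations between types differ in each of 16 pairs, taken as different when they lie further from the paper's, after rounding to its digits, than the SD over leaving out each plate. For adult against P3 they were 0.373 for Ia, 0.413 for Ib, 0.335 for Ic and 0.596 for type II here, against the paper's about 0.88, about 0.88, about 0.83 and about 0.83 in Fig. 6e, read by eye. Within the adult they were 0.873 for Ia and Ib, 0.812 for Ia and Ic and 0.637 for Ib and Ic, against the paper's about 0.99, about 0.91 and about 0.86 in Fig. 6e, read by eye. With type II they were 0.346 for Ia, 0.338 for Ib and 0.318 for Ic, against the paper's about 0.71, about 0.70 and about 0.58 in Fig. 6e, read by eye. At P3 they were 0.924 for Ia and Ib, 0.779 for Ia and Ic and 0.747 for Ib and Ic, against the paper's about 0.99, about 0.98 and about 0.95 in Fig. 6e, read by eye. With type II at P3 they were 0.46 for Ia, 0.479 for Ib and 0.675 for Ic, against the paper's about 0.87, about 0.86 and about 0.88 in Fig. 6e, read by eye.

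Of the alternatives set before the data were examined, all genes of at least 0.1 counts per 10000 leave 5 of the 16 pairs different. Of these, adult and P3 Ia (0.885) and adult Ia and Ib (0.983) are less than 0.01 from the paper's, and the others are type II with Ia (0.611), Ib (0.58) and Ic (0.489) in the adult. Adult and P3 type II (0.67) is not among them because its SD is 0.175. Clusters from all variable genes and leaving out the second P21 plate leave 15 each, and Spearman correlation, the log2 scale, the mean over all cells and leaving out each other plate leave 16. All genes together with leaving out the second P21 plate, chosen after seeing the values, leaves 4 of 16. A correlation calls no items, so none is dropped.

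Further statements of the paper differ from the values here; where the paper tested genes, it took cells as replicates, and plates were used here. The paper counts *Slc17a6* among the genes of all type I neurons, and it was at 49.6 CPM in Ic, against 509 in Ia and 631 in Ib. It places serotonin receptors in type II alone, and *Htr7* had reads in 63.9% of Ia, 60.6% of Ib and 75.7% of Ic cells. It places *Grm8* in Ib alone, where it was at 151 CPM, and it was at 9.8 CPM in Ia, with reads in 20.9% of cells, and in type II at 7.17 CPM at P17 with no read on the second P21 plate. It finds no *Kcnc2* in Ia and Ic, and reads were found in 11.2% of Ia cells and, at P17, in 20.3% of Ic cells, but in 0 of 33 Ic cells of the other plates; with at least 10 reads the shares were 5.15% in Ia and 8.11% in Ic at P17. It singles out *Kcnc2* for its contrast among genes of neurotransmission in Ib. By variance, which does not measure presence and absence, *Kcnc2* had rank 19 of 295. Its reads were in 62.8% of Ib cells, against a median of 88.3% for genes of like mean and 50% for *Kcnj10*, which had a higher variance. At P3 it does not separate Ia from Ib by *Calb1*, which was at 871 CPM in Ia and 280 in Ib; *Lypd1* was at 123 and 198. It lists *Smad9* as enriched in P3 type II, where the log2 fold change was 0.51 (edgeR adjusted p = 0.211), while the other inhibitors it lists were past the threshold. It describes few genes of neurotransmission as changed between ages, and 74 of 217 in Ia, 57 of 214 in Ib and 67 of 188 in Ic were past the threshold. Its methods give males from P17 onwards, and *Xist* was at 20 CPM or more in 86.9% of P21 cells.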

Other observations

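The tests in this part that weigh explanations were chosen only after the results were seen, and the patterns are hypotheses. The runs with DESeq2, with camera and without CCA integration that they draw on had been set before the data were examined.

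The 3 P21 cells of the adult type II cluster had no reads of *Plk5*, *Prph* or *Th*. Sequencing depth is argued against: at the P17 level, 866 *Plk5* reads, 805 *Prph* reads and 2136 *Th* reads were due in the sum of the second P21 plate. Placement by the CCA integration may be the reason, since without it 0 of the 3 cells stayed in type II while the 8 P17 cells did. RNA of glia in the wells is another candidate explanation, since the glial share of these cells had a median of 4.47%, against 0.297% in the P17 cells, and only 7.3% of P21 cells were above the lowest of the 3. These cells held *Calb2* at 3650 CPM, against 77.2 in the P17 cells and 3250 in Ia on the P21 plates. Other cells placed in type II and type II cells with changed levels cannot be told apart: the 15 genes that named type II were at a median of 11.8% of the P17 level, but 13 of them were above type I cells of these plates. Age stays open as untested.

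*Kcnc2* was found in part of the Ib cells. Sequencing depth is argued against by a mean share of 57.9% on the 3 deeper plates, against 64.8% at P17. Chance detection at this level is argued against, since 2.08% of the 1491 genes of like mean were found in as few Ib cells. Ia cells placed among Ib are argued against as the whole cause by *Lypd1*, at 714 CPM in Ib cells without *Kcnc2* and 28.6 CPM in Ia, as means of the CPM of single cells. A few Ia cells among the Ib cells and none cannot be told apart: *Calb2* was at 503 ± 108 CPM without and 266 ± 230 CPM with *Kcnc2* (SD, n = 4 plates), against 3570 in Ia, with ranges over plates that overlap. RNA from oligodendrocytes is argued against: in Ib cells with *Kcnc2*, the median oligodendrocyte gene of a list of 9 was at 0.00331% of the level needed, given a *Kcnc2* level of 34.2 CPM in the cells with oligodendrocyte genes. *Mbp*, which type I cells hold as well, was at 1100 CPM where 12400 would be needed. Groups of Ib cells that differ in other genes and a single variable gene cannot be told apart. The lowest adjusted p among other genes was 0.992 by edgeR, with 0 of 11814 past the threshold, 285 at an unadjusted p under 0.05 and 6 by DESeq2. The same test left *Kcnc2* itself, which defines the groups, short of the threshold. Other splits of the sums could not test chance, since no gene was past it in the first place. No biological explanation was tested.

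The other 7 cells of the adult cluster that also holds oligodendrocyte genes had *Kcnc2* at 557 CPM, with a read in 7 of them, and *Mog* at 0 CPM. *Syt1* was at 646 CPM and *Sncg* at 1100 CPM in them, against 1.5 and 68.5 in type I cells, genes chosen after their values were seen. In the clustering reported, these cells took no type and enter no comparison between types. In the setting that names every cluster, they do enter.

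When the type I sums of each plate were given to the subclasses in other ways, the real one included, the numbers of assignments with as many adult genes past the threshold were 5 of 81 for Ia, 2 of 81 for Ib and 1 of 81 for Ic. By this count a chance assignment of the sums can be excluded for Ib and Ic. For Ia, the 5 include the assignments that put Ib or Ic in its place on every plate, which are no chance groupings. Without these it is 3 of 79, so whether chance can be excluded turns on counting them, and it stays open. The cells had been grouped by their expression before they were summed, so the count does not test whether the groups themselves arose by chance.

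DESeq2 gave larger counts than edgeR on the same sums. False calls at this number of sums may account for part of this. Of its calls in the simulated adult contrasts, 46.4% for Ib and 57.4% for type II were of unchanged genes. That simulation took its spread from fits that include the type II sum of 2 cells on the second P21 plate. With sums of at least 5 cells, which drops it, edgeR's counts came near DESeq2's for Ib and Ic, but not for Ia. For Ib and Ic, false calls therefore need not be the main reason. The set test camera gave smaller p-values than fry for the energy genes. In unshifted simulated adult sets camera called 10 of 20, where fry called 1. The simulation drew each gene independently, so it cannot show whether camera's preset correlation of 0.01 is the reason. At P3 camera called 4 and fry 5 of 20, so there the 2 tests did not part in this way.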
